# MicroRNAs serve as prediction and treatment-response biomarkers of attention-deficit/hyperactivity disorder and promote the differentiation of neuronal cells by repressing the apoptosis pathway

**DOI:** 10.1038/s41398-022-01832-1

**Published:** 2022-02-19

**Authors:** Liang-Jen Wang, Ho-Chang Kuo, Sheng-Yu Lee, Lien-Hung Huang, Yuyu Lin, Pei-Hsien Lin, Sung-Chou Li

**Keywords:** Clinical genetics, Diagnostic markers

## Abstract

Attention-deficit/hyperactivity disorder (ADHD) is a highly heritable neurodevelopmental disorder. This study aimed to examine whether miRNA expression abundance in total white blood cells (WBCs) facilitated the identification of ADHD and reflected its response to treatment. Furthermore, whether miRNA markers facilitated the growth of the human cortical neuronal (HCN-2) cells was also investigated. Total WBC samples were collected from 145 patients and 83 controls, followed by RNA extraction and qPCR assays. Subsequently, WBC samples were also collected at the endpoint from ADHD patients who had undergone 12 months of methylphenidate treatment. The determined ΔCt values of 12 miRNAs were applied to develop an ADHD prediction model and to estimate the correlation with treatment response. The prediction model applying the ΔCt values of 12 examined miRNAs (using machine learning algorithm) demonstrated good validity in discriminating ADHD patients from controls (sensitivity: 96%; specificity: 94.2%). Among the 92 ADHD patients completing the 12-month follow-up, miR-140-3p, miR-27a-3p, miR-486-5p, and miR-151-5p showed differential trends of ΔCt values between treatment responders and non-responders. In addition, the in vitro cell model revealed that miR-140-3p and miR-126-5p promoted the differentiation of HCN-2 cells by enhancing the length of neurons and the number of junctions. Microarray and flow cytometry assays confirmed that this promotion was achieved by repressing apoptosis and/or necrosis. The findings of this study suggest that the expression levels of miRNAs have the potential to serve as both diagnostic and therapeutic biomarkers for ADHD. The possible biological mechanisms of these biomarker miRNAs in ADHD pathophysiology were also clarified.

## Introduction

Attention-deficit/hyperactivity disorder (ADHD) is a neurodevelopmental disorder characterized by inattention, hyperactivity, and/or impulsivity [1]. The prevalence rate of ADHD among school-age children is as high as 3–10% [2]. Recent studies have yielded estimates between 70 and 80% for the heritability of ADHD, and complex epigenetic factors play an important role in the etiology of this condition [3]. MicroRNAs (miRNAs) are small noncoding RNAs that downregulate gene expression in human cells [4]. miRNAs function in central nervous system development, such as cell proliferation and differentiation, synaptogenesis, synaptic plasticity, and apoptosis. Therefore, miRNAs might be the key to identify novel biomarkers for the diagnosis and/or prognosis of ADHD [5–7]. Researchers have demonstrated the role of gene polymorphisms within miRNA target sites in ADHD pathogenesis among human subjects [8, 9]. Several case-control studies have revealed that miRNAs can potentially serve as biomarkers to differentiate ADHD patients from healthy subjects [10–14]. Some studies have used next-generation sequencing (NGS) technology to explore ADHD-related miRNAs with unknown biological mechanisms [15, 16]. Our research team previously also applied NGS to identify WBC miRNAs as high-performance biomarkers for identifying ADHD [17].

Pharmacotherapy, particularly psychostimulant medication, remains a treatment option for ADHD [18]. Methylphenidate (MPH), the most widely used and therapeutically efficient drug for ADHD, exerts its pharmacological effects by increasing the levels of dopamine and norepinephrine in the synaptic cleft [19]. Recognition and management of ADHD in children is important so that their long-term outcomes can be improved [20, 21]. Few studies have investigated the relationship between miRNA expression in blood and ADHD prognosis. A previous study indicated that the expression level of miRNA let-7d significantly changed after a 6-week treatment with repetitive transcranial magnetic stimulation (rTMS) and atomoxetine in ADHD patients [22]. Another study demonstrated that during 3- and 6-month follow-up, clinical attention deficit symptoms were negatively correlated with the relative expression of miR-4655-3p and miR-7641 [23]. Some available data have suggested that therapy with psychotropic drugs (specifically, antipsychotics, antidepressants, and mood stabilizers) appears to have complex and region-dependent effects on epigenetic mechanisms [24]. MPH has been shown to upregulate the expression of Homer 1a and to ameliorate ADHD-like behaviors [25]. To date, however, no study has investigated the longitudinal trend of miRNA expression in ADHD patients under MPH treatment.

For the mechanisms underlying the association between ADHD and miRNAs, animal studies have investigated whether miRNA (i.e., rno-let-7d) expression or miRNA target genes (i.e., *Homer 1a*) are related to an ADHD phenotype [25–29]. A rat model revealed that miR-1-b, miR-182, miR-183-5p, miR-206-3p, miR-211-5p, miR-384-5p, miR-471-5p, and miR-741-3p may be involved in learning and memory deficits in ADHD [30, 31]. Dopamine deficiency has been proposed as an underlying cause of ADHD, and upregulation of miR-140-5p and miR-140-3p was observed in dopamine neurons [32]. A dual-luciferase reporter assay further indicated that hsa-miR-3171 binding might alter SLC1A3 gene expression [33]. A bioinformatics analysis indicated that single nucleotide polymorphisms (SNPs) within miRNA recognition elements of the genes might confer susceptibility to ADHD [8]. Our previous study using structural magnetic resonance imaging (MRI) indicated that the gray matter (GM) volume was negatively correlated with the ΔCt values of miR-126-5p, miR-140-3p, and miR-30e-5p [34]. However, the mechanisms by which these miRNAs modulate neuronal growth and influence GM volume remain unclear.

Therefore, this study aimed to examine whether our miRNA diagnostic panel established using NGS and qPCR [17] could differentiate ADHD patients from healthy subjects in an independent cohort. Second, this study aimed to discover whether miRNAs can function as biomarkers that reflect the condition of ADHD under treatment. Third, using a human neuronal cell line (HCN-2) in an in vitro study, we aimed to determine whether three miRNAs (miR-126-5p, miR-140-3p, and miR-30e-5p) associated with GM volume affected the growth of the HCN-2 cells.

## Materials and methods

### Study participants

The Institutional Review Board (IRB) at Chang Gung Memorial Hospital in Taiwan approved the protocol of this study. We obtained written informed consent from the parents or guardians of all patients and controls, in accordance with the Declaration of Helsinki.

In total, 145 eligible participants, comprising ADHD patients treated in the outpatient Department of Child Psychiatry at Chang Gung Memorial Hospital in Taiwan and healthy control children, were enrolled. The criteria for ADHD patients were as follows: (a) a clinical diagnosis of ADHD based on the criteria provided in the Diagnostic and Statistical Manual of Mental Disorders (DSM-5) [35, 36]; (b) age between 6 and 16 years; (c) drug-naïve status; and (d) Han Chinese ethnic background. The exclusion criteria included a history of major physical illness (such as genetic, neurological, metabolic disorders, or infectious conditions) or comorbid major neuropsychiatric diseases (such as autism spectrum disorder, intellectual disabilities, mood disorders, psychotic disorders, or severe brain injury).

Eighty-three children without ADHD were recruited as healthy control subjects within the same catchment area. Healthy controls were between the ages of 6 and 16 years and were ethnically Han Chinese. These participants were required to be children without any of the aforementioned physical illnesses or neuropsychiatric diseases.

### Study procedures and clinical measurements

A senior psychiatrist interviewed all the participants in both the ADHD patients and the control subjects using the DSM-5 and the ADHD Rating Scale (ADHD-RS) [37]. Subsequently, the Wechsler Intelligence Scale for Children–Fourth Edition (WISC-IV) [38] was administrated to individual patients by an experienced child psychologist in a room designed to reduce variability in testing conditions. Total WBC samples were collected in the outpatient department from all participants to test miRNAs levels.

Patients with ADHD underwent a 12 months of methylphenidate (MPH) treatment and follow-up. After completing testing at baseline (M0), the patients and their parents or caregivers were counseled regarding ADHD and drug therapy. During the follow-up period, the patients were prescribed a dose of MPH based on the severity of their clinical symptoms and their age, height, and body weight. The MPH formulations (IR-MPH or OROS-MPH) or dosages may have been modified for certain patients during the 12-month follow-up period. Drug compliance was confirmed at each visit based on reports by the patients’ parents or caregivers and the presentation of the remaining MPH medication.

The posttest (M12) occurred 12 months after baseline and the procedures performed at M0 were repeated. Total WBC samples were collected from participants again to test miRNA levels. Patients’ psychiatrists subsequently completed the ADHD-RS. Of the 145 patients, 92 patients completed the assessment at M12. Response to therapy was defined as a 30% improvement in symptoms compared to the ADHD-RS scores at baseline. In addition, the total ADHD-RS scores ≤ 18 [39, 40]. Of the 92 patients, 50 (54.3%) met the criteria for remission (responder group), while 42 (45.7%) did not achieve remission during the follow-up period (nonresponder group).

### Total WBC enrichment, RNA collection, and qPCR assays

We collected total WBCs, extracted RNA samples and conducted qPCR assays by referring to our previous study [17]. In summary, 5 mL of whole blood was collected from each subject with Vacutainer^®^ Blood Collection Tubes (with EDTA, REF367835, BD, New Jersey, USA), followed by RBC lysis. Then, the RBC-free pellets were collected to extract total RNA. Next, real-time quantitative reverse transcription-polymerase chain reaction (qRT-PCR) was applied to determine the expression profiles of 12 selected miRNAs (miR-140-3p, miR-27a-3p, miR-101-3p, miR-150-5p, let-7g-5p, miR-30e-5p, miR-223-3p, miR-142-5p, miR-486-5p, miR-151-3p, miR-151-5p, and miR-126-5p) with the small nucleolar RNA RNU44 as the endogenous control.

### HCN-2 cell culture and miRNA mimic transfection

Human cortical neuronal cells (HCN-2, CRL-10742, ATCC) were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Gibco 11965092) supplemented with 4 mM L-glutamine (Gibco 25030149), 1.5 g/L sodium bicarbonate, 4.5 g/L glucose, and 10% fetal bovine serum (Gibco 10437028). miRNA mimics for hsa‐miR-126‐5p (YM00470487), hsa‐miR-140‐3p (YM00470393), and hsa‐miR-30e-5p (YM00470246), as well as scramble control (YM00479903) were obtained from QIAGEN. For miRNA mimic transfection, 2 × 10^5^ HCN-2 cells were first seeded on a 24‐well plate, and each well contained 500 μL of culture medium. After 24 h, 3 μL of miRNA mimic (20 μM) and 6 μL of HiPerFect transfection reagent (QIAGEN) were mixed in 200 μL of culture medium without fetal bovine serum (FBS). After 6 h, 600 μL of culture medium was added to the 24‐well plate, and the cells were cultured. Finally, 24 h after transfection, the cells were harvested for further assays.

### Recording and evaluating the differentiation patterns of HCN-2 cells

Twenty-four hours after transfection with miRNA mimic, the cells were observed to monitor cell differentiation. For each well, we recorded the differentiation patterns by taking three independent pictures at 100× magnification on days 1, 3, 6, and 9. As a result, for each treatment, 3 (wells) × 3 (replications) × 4 (time points) = 36 pictures were taken to evaluate the differentiation patterns. During the differentiation assay, we renewed the culture medium every 2 days. After the differentiation assays, the pictures were analyzed using AngioTool [41], a software designed to analyze the differentiation patterns of endothelial and neuronal cells.

### Microarray assays, qPCR assays and further data analyses

In addition to the differentiation assays, the cells were harvested to collect RNA samples 24 h after transfection. The RNA samples were subjected to qPCR assays to examine to what extent miRNA mimic transfection enhanced miRNA abundance levels. The collected RNA samples meeting the demand of having an RNA integrity number (RIN) ≥ 7 (RIN value determined using Agilent Bioanalyzer 2100) were also subjected to microarray assays. In summary, the RNA samples were prepared using WT-Plus kits (Thermo Fisher, Waltham, MA, USA), followed by hybridization on Human Clariom S microarray chips (Thermo Fisher, Waltham, MA, USA) and scanning using a Gene Scanner 3000 7 G (Thermo Fisher, Waltham, MA, USA). The generated cell files were analyzed using Partek to identify the differentially expressed genes, which were further applied to conduct pathway enrichment analysis. The microarray data have been submitted to NCBI GEO and is accessible via the accession number GSE189295.

### Flow cytometry

We conducted flow cytometry assays according to a previous study [42]. In summary, the transfected HCN-2 cells were stained using an Annexin V apoptosis detection kit (BD Pharmingen™, 556547). Detection of apoptosis by flow cytometry (BD LSR II) and classification of the four quadrants were performed as follows: the lower-left quadrant exhibits living cells (FITC−/PI−); the upper right quadrant indicates nonliving cells/late apoptotic cells (FITC+/PI+); the lower right quadrant demonstrates early apoptotic cells (FITC+/PI−); and the upper left quadrant suggests necrotic cells (FITC+/Pl−).

### Statistical analysis

We analyzed data using the statistical software package SPSS, version 20.0 (SPSS Inc., Chicago, IL, USA). The sample size was analyzed using the software package G-Power 3.1; based on the settings of 80% power, *p* = 0.05. Variables were presented as either the mean (standard deviation) or case numbers (frequency). Two-tailed *p* values < 0.05 were considered statistically significant. We applied the chi-square test to compare the sex distribution between the ADHD patients and the controls, and between ADHD treatment responders and nonresponders. The potential differences in continuous variables between groups were examined using independent t-tests.

The library for support vector machines (SVMs, LIBSVM) is integrated software for support vector classification, regression, and distribution estimation [43, 44]. The ΔCt values of selected miRNAs were composited to develop an ADHD prediction model with an SVM algorithm. Receiver operating characteristic (ROC) curves and the area under the curve (AUC) were utilized to evaluate both the specificity and sensitivity of the probability score yielded by the LIBSVM. The cutoff values at a probability score of 0.5 were regarded as the optimal diagnostic point of the signature.

A paired *t*-test was used to examine the potential differences in the ΔCt values of each miRNA during the one-year follow-up in responders and nonresponders. Furthermore, repeated-measures ANOVA was applied to examine the differential trends of the ΔCt values of miRNAs during the 1-year follow-up between responders and non-responders (patient age was included as a covariate). We used Pearson correlation to examine the potential relationships between the one-year change in ΔCt values of selected miRNAs and the 1-year change in ADHD-RS cores, in responders and non-responders.

## Results

### Demographic data

Table 1 summarizes the characteristics of the 145 ADHD patients and 83 healthy controls. Compared to the control group, the ADHD group had a higher proportion of males (76.6% male in the ADHD group and 56.6% male in the control group, *p* = 0.002) and was younger (mean age 8.9 years in the ADHD group and 9.9 years in the control group, *p* = 0.004). In addition, ADHD patients had a lower intelligence quotient (*p* < 0.001), higher inattention scores (*p* < 0.001), and higher hyperactivity/impulsivity scores (*p* < 0.001), as rated by parents or teachers (SNAP-IV) or clinicians (ADHD-RS).

**Table 1:** Characteristics of patients with ADHD and healthy controls.

Characteristics	ADHD (*N* = 145)	Controls (*N* = 83)	Statistic	*p* value
**Sex**			9.850	0.002*
Male	111 (76.6)	47 (56.6)		
Female	34 (23.4)	36 (43.4)		
**Age** (years)	8.9 ± 2.2	9.9 ± 2.6	2.901	0.004*
**WISC-IV**				
FSIQ	97.7 ± 10.7	107.8 ± 13.1	−6.243	<0.001*
Verbal Comprehension Index	101.0 ± 11.5	105.7 ± 11.8	−2.887	0.004
Perceptual Reasoning Index	98.5 ± 12.4	109.4 ± 15.9	−5.309	<0.001*
Working Memory Index	99.2 ± 12.8	107.4 ± 11.9	−4.750	<0.001*
Processing Speed Index	93.8 ± 9.3	101.5 ± 11.5	−5.456	<0.001*
**Clinical measures**				
SNAP-IV parent form (I)	16.5 ± 5.5	5.4 ± 5.8	14.288	<0.001*
SNAP-IV parent form (H)	14.5 ± 6.4	4.2 ± 5.3	12.928	<0.001*
SNAP-IV teacher form (I)	14.8 ± 5.8	4.2 ± 4.8	14.415	<0.001*
SNAP-IV teacher form (H)	11.9 ± 6.9	2.6 ± 3.4	13.109	<0.001*
ADHD-RS (I)	22.3 ± 4.6	1.2 ± 3.6	39.746	<0.001*
ADHD-RS (H)	23.6 ± 4.9	1.5 ± 4.3	35.433	<0.001*

^a^Data are expressed as N (%) or mean ± SD; *FSIQ* Full-Scale Intelligence Quotient, *H* hyperactivity/impulsivity scores, *I* inattention scores, *SNAP-IV* Swanson, Nolan, and Pelham Version IV Scale, *WISC-IV* Wechsler Intelligence Scale for Children–Fourth Edition; *p < 0.05.

### miRNAs served as ADHD biomarkers and enabled disease prediction

We used qPCR assays to quantify the abundance of the 12 miRNAs in total WBCs from subjects. The qPCR kits and primers used were the same as those applied in our previous study [17]. After the qPCR assays, we acquired ΔCt values using *RNU44* as the internal control. As shown in Fig. 1a, all 12 miRNAs were significantly differentially expressed between the 145 ADHD (disease) and 83 healthy control (control) samples. This result was consistent with that of our previous study [17]. In addition, no miRNA was significantly altered when the samples were compared based on sex (158 males vs. 70 females) or age (the samples were divided into two sets based on age, median: 8.67 years).

**Fig. 1:**
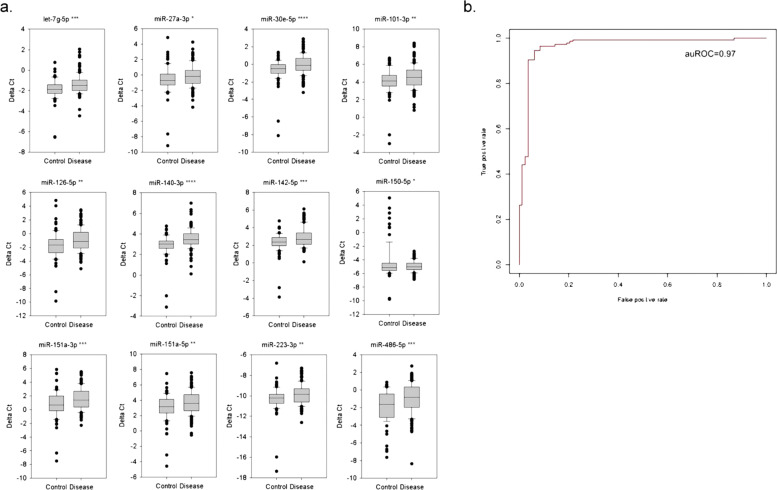
The miRNA expression profile and ADHD prediction model. **a** We evaluated 12 miRNA expression profiles in total WBCs from either healthy control (control, *N* = 83) subjects or ADHD patients (disease, *N* = 145). RNU44 was adopted as the internal control gene. **b** We used the delta Ct values of 12 miRNAs to develop an ADHD prediction model with an auROC value of 0.97. The *p* values of comparisons were derived with a *t*-test. *, **, *** and **** denote *p* value < 0.05, *p* value < 0.01, *p* value < 0.001, and *p* value < 0.0001, respectively.

We further used the ΔCt values of 12 miRNAs to develop an ADHD prediction model with a SVM algorithm. In summary, we first used a ten-fold policy to derive the optimal parameters for the sample set, namely, gamma = 0.0625 and cost = 128. Then, using the miRNA ΔCt values of 228 subjects as a training set (83 healthy controls vs. 145 ADHD subjects), we derived a high-performance prediction model with an ROC of 0.966 (Fig. 1b). Therefore, consistent with our previous study, miRNA profiles from total WBCs may serve as ADHD biomarkers, facilitating the prediction of ADHD.

### Changes in miRNA levels were associated with treatment response among ADHD patients

Of the 145 ADHD patients, 92 received MPH treatment and completed the 12-month follow-up. Supplementary Table 1 summarizes the characteristics of the 50 treatment responders (78% males) and 42 nonresponders (78.6% males). During the 1-year treatment period, the responders and nonresponders showed 55.1 ± 13.9% and 11.4 ± 15.4% decreases, respectively, in total ADHD-RS scores. Compared to the nonresponder group, the responder group was younger (mean age 8.2 years in responders and 9.3 years in non-responders, *p* = 0.008). The average daily doses of MPH in the responders and nonresponders were 27.0 ± 8.0 mg and 26.9 ± 7.9 mg, respectively.

In a total of 92 ADHD patients (Fig. 2a), the ΔCt values of eight miRNAs (miR-140-3p, miR-27a-3p, miR-101-3p, let-7g-5p, miR-30e-5p, miR-486-5p, miR-151-5p, and miR-126-5p) significantly decreased with MPH treatment for 12 months. However, the ΔCt value of miR-150-5p significantly increased. Further stratified analyses revealed that the ΔCt values of nine miRNAs (miR-140-3p, miR-27a-3p, miR-101-3p, let-7g-5p, miR-30e-5p, miR-486-5p, miR-151-3p, miR-151-5p, and miR-126-5p) in the responder group significantly decreased. In the non-responder group, the ΔCt values of miR-101-3p and miR-150-5p significantly decreased and increased, respectively.

**Fig. 2:**
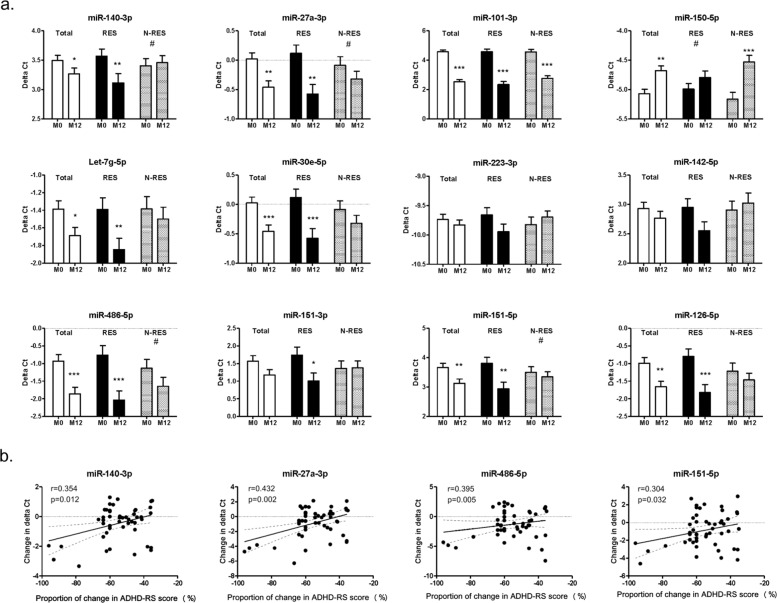
The miRNA expression profile in ADHD patients after 12-month methylphenidate treatment and their relationships with the proportion of change in total ADHD-RS scores. **a** The miRNA expression profile in total ADHD patients (*n* = 92), responders (RES, *n* = 50) and non-responders (N-RES, *n* = 42) after 12-month methylphenidate treatment. The *p* values of ΔCt values comparisons between baseline (M0) and the endpoint (M12) were derived with a paired *t*-test. *, **, *** and **** denote *p* value < 0.05, *p* value < 0.01, *p* value < 0.001, and *p* value < 0.0001, respectively. # denotes significant interaction effects of treatment response and time on ΔCt values (using repeated measure of ANOVA). **b** The relationships between changes in miRNAs and the proportion of change in total ADHD-RS scores among the responders during the 12-month follow-up. The changes in ADHD-RS scores showed a significantly positive correlation between changes in ΔCt values of miR-140-3p (*r* = 0.354, *p* = 0.012), miR-27a-3p (*r* = 0.432, *p* = 0.002), miR-486-5p (*r* = 0.395, *p* = 0.005), and miR-151-5p (*r* = 0.304, *p* = 0.032). The dashed lines indicate the 95% confidence interval of correlation.

### Relationships between the changes in miRNA abundances and clinical measures

After the 12-month follow-up, we further examined whether the changes in miRNA abundances (the variations in ΔCt values after 12 months) were correlated with the improved ADHD-RS scores. The comparison results were shown in Fig. 2b. Among the responders, the changes in ADHD-RS scores during the 12-month follow-up showed a significantly positive correlation with the changes in ΔCt values of miR-140-3p (*r* = 0.354, *p* = 0.012), miR-27a-3p (*r* = 0.432, *p* = 0.002), miR-486-5p (*r* = 0.395, *p* = 0.005), and miR-151-5p (*r* = 0.304, *p* = 0.032). Among the nonresponders, the changes in ADHD-RS scores did not show a significant correlation with the changes in the ΔCt values of any miRNAs during the 12-month follow-up. In addition, the daily doses of MPH in use were not significantly correlated with changes in ΔCt values of any miRNAs during the 12-month follow-up.

### miR-126-5p and miR-140-3p transfection promoted the differentiation of HCN-2 cells in vitro

To examine whether miRNAs affected the differentiation of neuronal cells, we transfected HCN-2 cells with miRNA mimics, followed by differentiation assays. As shown in Supplementary Fig. 1, miRNA mimic transfection enhanced the abundancesof miRNAs by approximately 600-fold or more, which reflected the success of miRNA mimic transfection in neuronal cells. Next, as shown in Fig. 3a, HCN-2 cells differentiated increasingly over time in all sets. On days 6 and 9, cells differentiated into tube structures rather than aggregating as cell masses on day 3. In addition, compared with the scrambled control, miR-126-5p and miR-140-3p seemed to better promote cell differentiation at days 6 and 9. For comprehensive and systematic comparisons, we used AngioTool [41] to analyze the pictures recording the differentiation patterns. As shown in Supplementary Fig. 2, AngioTool was designed to identify the tube structures (also called the vessel structures) by sketching the outline of vessels and recording their area. AngioTool also recorded the lengths of vessels with thick red lines. Moreover, the junctions within the vessel structures are also illustrated with blue dots.

**Fig. 3:**
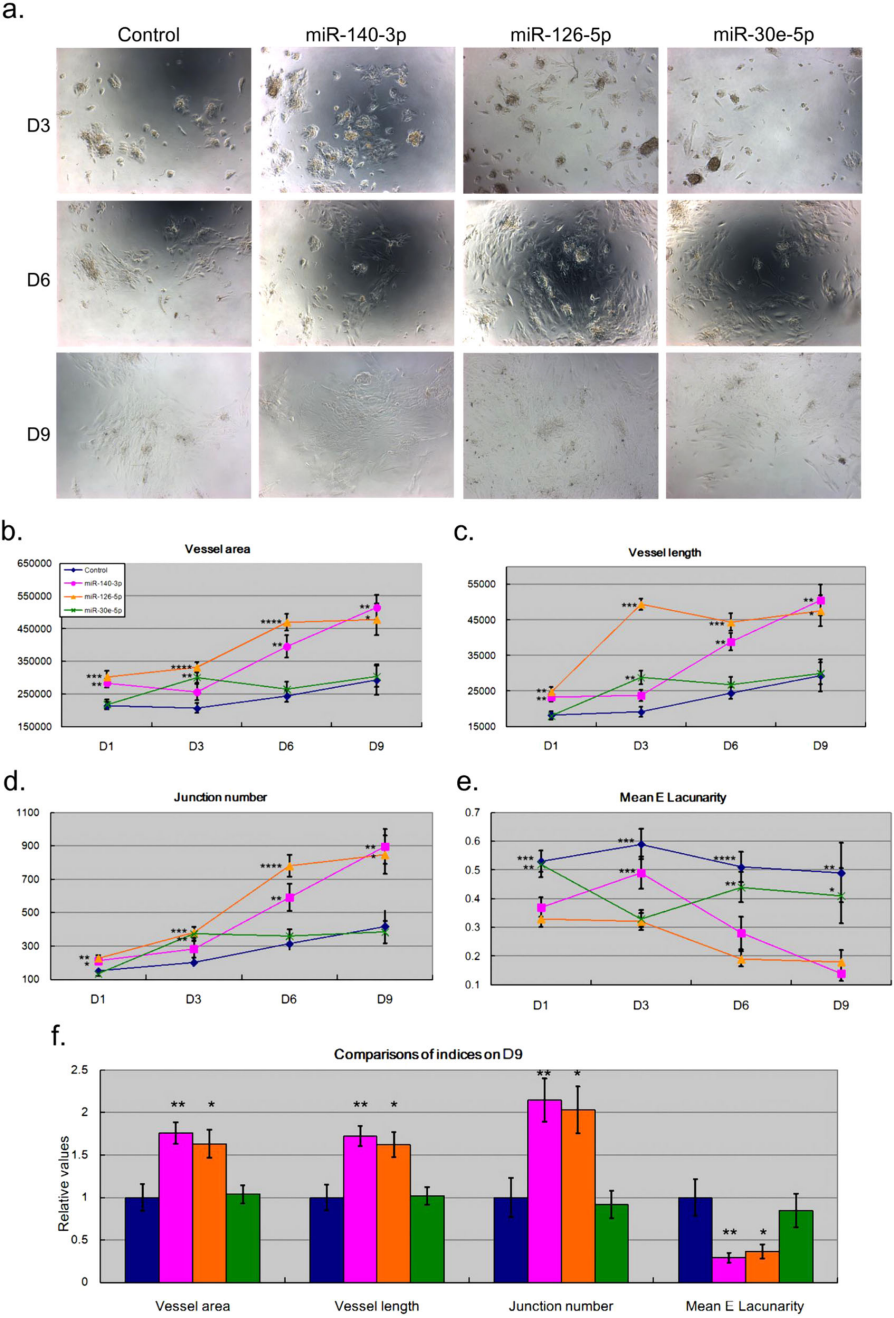
Illustration and comparisons of the differentiation patterns of HCN-2 cells transfected with miRNA mimic. **a** HCN-2 cells were transfected with scrambled control mimic (control), hsa-miR-30e-5p mimic (miR-30e), hsa-miR-140-3p mimic (miR-140), or hsa-miR-126-5p mimic (miR-126) for 24 h. Then, they were seeded on new plates for monitoring and recording growth with a camera. Each transfection treatment had three independent wells, and three pictures were randomly taken from each well, resulting in 3*3 = 9 pictures. (**b**–**f**) We determined the differentiation patterns of HCN-2 cells in terms of different indices, including (**b**) vessel area, (**c**) vessel length, (**d**) junction number, and (**e**) mean lacunarity. The *t*-test *p* values were calculated by comparing the values of the control set on a specific day. **f** For a systematic comparison, the values were normalized to the average values of the control set at day 9. *, **, *** and **** denote *p* value < 0.05, *p* value < 0.01, *p* value < 0.001, and *p* value < 0.0001, respectively.

AngioTool evaluates the differentiation of endothelial and neuronal cells by quantifying the vessel area, vessel length, junction number, and mean lacunarity. As shown in Fig. 3a, over time, the vessel area (Fig. 3b), vessel length (Fig. 3c), and junction number (Fig. 3d) gradually increased, and the mean lacunarity (Fig. 3e) gradually decreased. Such results were consistent with Fig. 3a and demonstrated that HCN-2 cells differentiated increasingly well overtime in each set. Moreover, since day 1, transfection with miR-140-3p and miR-126-5p resulted in significantly higher vessel area (Fig. 3a), vessel length (Fig. 3c), and junction number (Fig. 3d) and lower mean lacunarity (Fig. 3e) than transfection with the scrambled control set, demonstrating that both miR-140-3p and miR-126-5p promoted the differentiation of neuronal cells. For a systematic comparison, the values of indices at day 9 were normalized to one based on the control set (Fig. 3f). Consistent with previous subfigures, in addition to the promotion ability, miR-140-3p dominated over miR-126-5p in promoting the differentiation of neuronal cells.

### miR-126-5p and miR-140-3p promoted the differentiation of neuronal cells by repressing apoptosis

To understand the downstream pathways through which miR-140-3p and miR-126-5p promoted the differentiation of HCN-2 cells, we conducted microarray assays. 

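HCN-2 is a human cortical neuronal cell line. The arrays measured total RNA of HCN-2 cells transfected with a miR-140-3p mimic, a miR-126-5p mimic or a scrambled control, a synthetic RNA meant to have no target. Each of the 3 sets had 3 arrays, 9 in all. For each transfection 3 μL of 20 μM mimic or scrambled RNA was used, and RNA was harvested 24 h after transfection. The paper's methods name Clariom S chips and WT-Plus kits, whereas the description deposited with the arrays names Clariom D chips and an RNA amplification step before labeling. The authors deposited 1 table of log2 values for the 9 arrays, and their processing notes name RMA, a method that corrects the background, normalizes the arrays to each other and summarizes the probes of each row. Those notes also name Affymetrix Expression Console and Partek. The table holds 138745 rows, with values from 1.80 to 19.932 and a median of 5.00. On 7 of the arrays, 9 to 12 rows sit at the highest value, so differences among these brightest rows are not resolved. Control rows were left out, and the 36176 rows with 1 gene symbol, which cover 33616 genes, were tested. Across these rows, arrays of the same set had correlations of 0.990 to 0.994 and arrays of different sets 0.987 to 0.992. The rows are not independent replicates.

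From there, the deposited log2 values were compared between sets with limma, with all 9 arrays in 1 fit that shares its estimate of the spread. Differentially expressed genes were counted at the paper's thresholds, an unadjusted p under 0.05 and a difference over 1.25-fold. Genes described as having risen, fallen or changed passed a Benjamini-Hochberg adjusted p of 0.05. Gene lists were tested with limma's camera, which compares the members of a list with all other genes. Its preset correlation between genes is 0.01, and no list passed in any comparison when that correlation was estimated from these arrays. The lists, the tests and the rule for choosing named genes were fixed before the data were examined, except for tests stated to be chosen later, but after Supplementary Table 2 had been read. The sources used here do not say whether the 3 arrays of a set came from separate cultures, so the p-values may measure only the spread between these samples. With 3 arrays per set, the number of arrays limits the precision.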

Cells transfected with scrambled control miR-140-3p or miR-126-5p mimic were harvested for RNA extraction and microarray assays. 

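MX1, a GTPase that blocks the replication of many viruses, set the control cells apart from both sets of mimic cells. Its log2 value was 16.83 ± 0.33 (SD, n = 3 arrays) in the scrambled control, 11.29 ± 0.64 (SD, n = 3) with miR-140-3p and 9.62 ± 2.03 (SD, n = 3) with miR-126-5p. Between the mimics, MX1 was 1.67 higher with miR-140-3p (standard error 0.72, adjusted p = 0.535 from limma), a difference within the spread of the arrays. IRF9, a subunit of the transcription factor that interferons activate, was 0.96 higher with miR-140-3p than with miR-126-5p (standard error 0.33, adjusted p = 0.475 from limma). COL1A1, a chain of fibrillar collagen, was 0.42 higher (standard error 0.16, adjusted p = 0.496 from limma).

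Of 81 measured interferon-stimulated genes, 7 were higher with miR-140-3p than with miR-126-5p at the unadjusted thresholds and none was lower, with a mean log2 difference of 0.34. Camera gave an adjusted p of 3.84e-05 for this list in limma, and the adjusted p = 0.662 with an estimated correlation. Of 28 inflammatory and NF-kappa B target genes, 8 were higher with miR-140-3p and none was lower, with a mean of 0.33 (adjusted p = 1.12e-05 from camera in limma, adjusted p = 0.662 with an estimated correlation). In both lists 0 members passed over all genes and 0 when adjusted over the list alone.

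Over all 36176 rows, limma called 0 genes between the mimic sets at an adjusted p of 0.05, with a lowest adjusted p of 0.392. At an unadjusted p under 0.05 there were 3279 rows, where chance alone would give 1808.8, and the other tests that were run also called 0 at the adjusted p. At the paper's thresholds 3277 rows differed between the mimics, beside 3081 with miR-140-3p and 3763 with miR-126-5p against the control. The first 3 principal components of the arrays held 20.6%, 16.0% and 14.0% of the variance.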

As shown in Supplementary Fig. 3a, the three sets had markedly different individual gene expression profiles, which were clearly different from each other. Further analyses identified 2055 and 2159 differentially expressed genes (*p* < 0.05 and variation > 1.25-fold) in the miR-140-3p vs. control and miR-126-5p vs. control comparisons, respectively. 

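The largest falls that passed the test were in genes of the interferon response. ISG15, a ubiquitin-like protein induced by interferon, had a log2 value of 11.10 ± 0.28 (SD, n = 3 arrays) in control cells, 6.60 ± 0.43 (SD, n = 3) with miR-140-3p and 6.35 ± 0.65 (SD, n = 3) with miR-126-5p. It fell by 4.49 on the log2 scale with miR-140-3p (standard error 0.31, adjusted p = 5.63e-05 from limma) and by 4.75 with miR-126-5p (standard error 0.31, adjusted p = 3.41e-05). USP18, the protease that removes ISG15 from other proteins, fell by 4.20 and HERC5, the ligase that attaches ISG15, fell by 4.46 with miR-140-3p. With miR-126-5p, USP18 fell by 4.93 and HERC5 fell by 5.03. IFIT1, which binds viral RNA, fell by 4.37 with miR-140-3p (standard error 0.53, adjusted p = 0.00278 from limma) and fell by 5.38 with miR-126-5p (adjusted p = 0.00042). MX1 fell by 5.54 with miR-140-3p (standard error 0.72, adjusted p = 0.00468 from limma, or 0.0851 when eBayes used an intensity trend and robust estimation) and fell by 7.21 with miR-126-5p (adjusted p = 0.000481).

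Far fewer genes rose. NT5DC2 rose by 1.36 with miR-140-3p, from 11.93 ± 0.31 (SD, n = 3) to 13.30 ± 0.34 (SD, n = 3), with a standard error of 0.21 and an adjusted p of 0.0138 from limma. Its adjusted p was 0.0587, 0.0682 and 0.0906 without miR-140-3p replicate 1, miR-140-3p replicate 3 and scrambled control replicate 2, 0.0649 with 2 groups per fit and 0.0901 over every row of the table. With miR-126-5p the log2 fold change of NT5DC2 was 1.05 (adjusted p = 0.0643 from limma). ACO1, a cytosolic aconitase that also regulates iron uptake, rose by 1.16 with miR-126-5p (standard error 0.19, adjusted p = 0.0208 from limma). Its adjusted p was 0.133 and 0.124 without miR-126-5p replicates 1 and 2, 0.0905 and 0.0921 without scrambled control replicates 2 and 3, 0.0590 with 2 groups per fit and 0.129 over every row of the table. LIN28B-AS1, an antisense RNA, and MIR376B, named after its values were seen, were the other genes that rose with miR-140-3p, LIN28B-AS1 by 1.02 with an adjusted p of 0.0474 from limma, which was 0.0541 to 0.225 under 12 other settings, 8 of them with each array but miR-140-3p replicate 3 left out. MIR376B rose by 0.94 (standard error 0.17, adjusted p = 0.0474 from limma), which was lost at 0.0522 to 0.244 under 12 settings, 8 of them with each array but scrambled control replicate 1 left out.

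At the paper's thresholds, 3081 rows differed with miR-140-3p, 1213 higher and 1868 lower, and 3763 with miR-126-5p, 1293 higher and 2470 lower. This balance depended on the processing. Quantile normalization again, run on the rows with 1 gene symbol alone, pulls it toward even by design. After it, 1563 were higher and 1611 lower with miR-140-3p and 1783 higher and 1809 lower with miR-126-5p. Over every row of the table more were higher than lower, 5708 against 4794 and 7996 against 4193. An unadjusted p under 0.05 alone would give 1808.8 rows by chance in each comparison. At the adjusted p in limma, 83 genes fell and 3 rose with miR-140-3p, and 128 fell and 9 rose with miR-126-5p. Of the genes that fell, 51 and 59 were interferon-stimulated. Without moderation of the variance, with the spread pooled over the sets, 0 genes passed the adjusted p in either comparison and 2234 and 2772 rows passed the unadjusted thresholds. The adjusted count with miR-140-3p was 49 and 52 without miR-140-3p replicates 2 and 3 and 47 and 46 without scrambled control replicates 2 and 3, and that with miR-126-5p was 80 and 83 without miR-126-5p replicates 1 and 2 and 304 and 82 without scrambled control replicates 1 and 3.

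**Figure D1:**
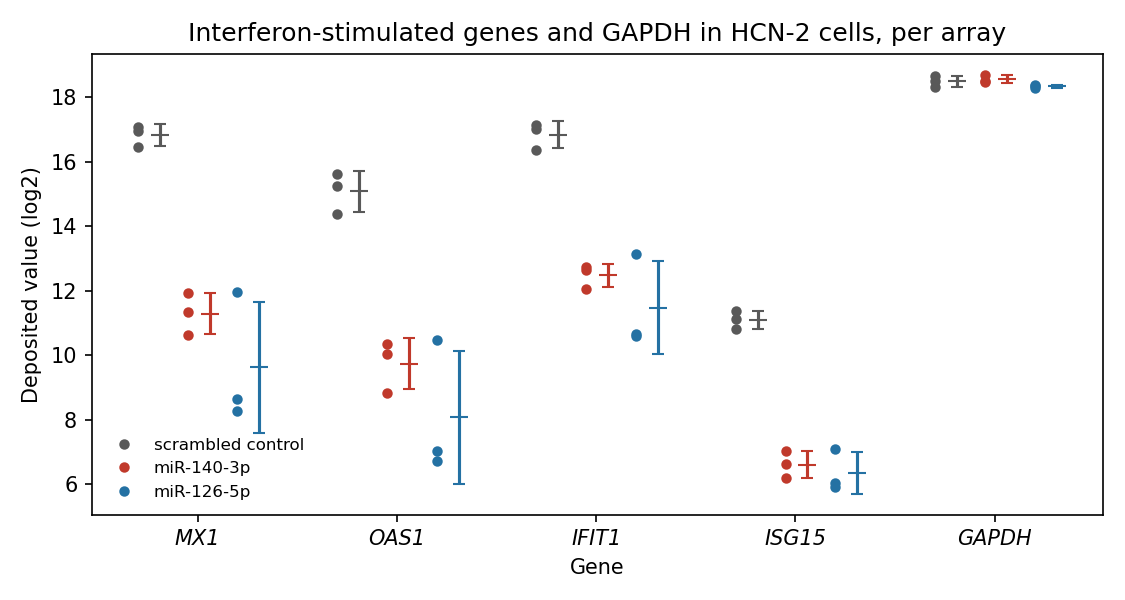
Deposited log2 value (y axis) of MX1, OAS1, IFIT1, ISG15 and GAPDH (x axis) in HCN-2 cells, 1 point per array, with the mean and SD of 3 arrays beside the points for the scrambled control, miR-140-3p and miR-126-5p. ISG15 lies near 11.10 in the control arrays and near 6.60 and 6.35 with the mimics, while GAPDH lies between 18.34 and 18.56 in the mean of every set.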

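Interferon-stimulated genes had closely related fold changes with the 2 mimics. OAS3, which makes oligoadenylates that activate an antiviral RNase, fell by 4.28 on the log2 scale with miR-140-3p (standard error 0.41, adjusted p = 0.000649 from limma) and fell by 4.82 with miR-126-5p (adjusted p = 0.000215). Across the list of interferon-stimulated genes, the fold changes of the 2 comparisons had a correlation of 0.977. It had a mean of 0.482 (highest 0.699) in 100 simulations of unchanged, independent genes with shared controls. The real members had an estimated correlation of 0.590 with each other, and a shift of the list in the shared control arrays alone would raise this value. Also, 71 of the 81 members are in Supplementary Table 2, chosen on these arrays. The simulations thus decide nothing about the mimics. SLC6A17, a transporter of neutral amino acids in synaptic vesicles, had log2 fold changes of 1.01 with miR-140-3p (adjusted p = 0.0637 from limma) and 0.35 with miR-126-5p (adjusted p = 0.567).

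The union of both comparisons held 5818 rows at the unadjusted thresholds. Of these, 270 were higher with both mimics and 5 went in opposite directions, those of DEFB108A, MIR4795, MTND3P2, S100A13 and VPS8, named after their values were seen. The 270 became 519 without scrambled control replicate 2, and 16 of 100 drawn splits of the 9 arrays gave as many, so they are no clear excess. Both comparisons share the control arrays, so 100 simulations of unchanged sets with a shared simulated control were run, with independent genes. They gave a mean union of 3206 rows (highest 3344), 192 higher with both (highest 253) and 2.83 in opposite directions. Drawn splits of the real arrays, whose genes are correlated, reached a union of 6183 rows. Independent lists of the observed sizes would share 43.4 higher rows. Over all rows the fold changes had a correlation of 0.604, against 0.500 in the simulations, and a covariance of 0.0569 against 0.0230. Without the interferon-stimulated genes the covariance was 0.0402. These values are across genes, which are not independent replicates, and 3 control arrays are too few to split, so part of the excess may come from the shared controls.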

We conducted cluster analysis on the 3700 genes formed by the union of these two sets of genes. As shown in Supplementary Fig. 3b, despite having their own individual gene expression profiles, the cells transfected with miR-140-3p or miR-126-5p mimic were clustered together and apart from the control set. This result was consistent with the idea that these two manipulations led to similar effects of promoting differentiation.

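Over the 5818 rows of the union, the 3 scrambled control arrays separated from the 6 mimic arrays at the first split of the clustering. Each row was standardized and the distance between the means of 2 sets was taken. This distance was 83.5 between miR-140-3p and miR-126-5p, 98.9 between miR-140-3p and the control, and 108.4 between miR-126-5p and the control. The distance between the mimics was 0.806 of the mean distance to the control. Over the interferon-stimulated genes alone, 90 rows, it was 0.279, and the first split again set the control arrays apart. Over the rows of the union outside that list it was 0.815.

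These rows were chosen by their difference from the control set. Over all 36176 rows the ratio was 0.987 and the first split did not follow the control set, but rows without a change pull this ratio toward 1. Over the rows that differed from miR-126-5p or from miR-140-3p, chosen in the same way, the ratio was 1.05 in each case. Over those rows the distance of the other 2 sets from each other was 0.795 of their mean distance to miR-126-5p and 0.923 of that to miR-140-3p, so a value below 1 was also found with a mimic set in the place of the control.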

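Of a list of 36 measured genes of neurites and synapses, 0 passed at 24 h over all genes in limma and 0 when adjusted over the list alone. Of the 36, 20 were brighter than the median of all rows, and a change in the dimmer ones may be hidden by the background. At the unadjusted thresholds MAP2, ELAVL4 and ANK3 were lower and NEFM was higher with miR-140-3p, and MAP2 and DLG4 were lower with miR-126-5p; all but MAP2 were named after their values were seen. MAP2, a microtubule protein of dendrites, had a log2 value of 9.44 ± 0.21 (SD, n = 3 arrays) in control cells, 8.77 ± 0.28 (SD, n = 3) with miR-140-3p and 8.92 ± 0.11 (SD, n = 3) with miR-126-5p, with adjusted p of 0.326 and 0.354 from limma. MAPT, the axonal microtubule protein tau, had log2 fold changes of -0.08 with miR-140-3p (standard error 0.23, adjusted p = 0.95 from limma) and -0.39 with miR-126-5p (standard error 0.23, adjusted p = 0.589).

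The mean log2 fold change of the neuronal list was 0.004 with miR-140-3p (adjusted p = 0.808 from camera in limma) and -0.11 with miR-126-5p (adjusted p = 0.185). Among 14 genes of neural progenitors the means were -0.10 (adjusted p = 0.508 from camera in limma) and -0.20 (adjusted p = 0.0709). SOX2, a transcription factor of progenitors, had log2 fold changes of -0.05 and -0.07. Among 32 genes of the cell cycle the means were -0.01 (adjusted p = 0.975 from camera in limma) and -0.12 (adjusted p = 0.176), and MKI67, a marker of dividing cells, had log2 fold changes of -0.12 and -0.11.

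GRIP2, AGRN and EPHA7, which are in none of these lists and were picked after their values were seen, are single genes and no test of neuronal genes as a group. GRIP2, a scaffold of glutamate receptors, fell by 1.92 with miR-140-3p (standard error 0.28, adjusted p = 0.0107 from limma) and also fell with miR-126-5p (adjusted p = 0.00395). With miR-126-5p, AGRN, the proteoglycan agrin, fell by 1.56 (standard error 0.21, adjusted p = 0.00402 from limma) and EPHA7, an ephrin receptor, fell by 1.13 (standard error 0.20, adjusted p = 0.0325). The GRIP2 call with miR-140-3p was lost at adjusted p of 0.0505 to 0.0876 from limma without miR-140-3p replicate 2 or 3 or scrambled control replicate 2 or 3 and over every row. That of EPHA7 was lost at 0.0506 to 0.205 with each array but miR-140-3p replicate 3 and scrambled control replicate 1 left out, with 2 groups per fit and over every row.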

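Interferon-stimulated genes lay below the control with both mimics. Of 81 measured members, 79 were below the control with miR-140-3p and 80 with miR-126-5p, and the mean log2 fold changes were -2.19 and -2.54. With miR-140-3p 51 members fell over all genes in limma and 74 when adjusted over the list alone, and with miR-126-5p 59 and 75. Camera gave adjusted p of 1.06e-111 and 5.66e-115 in limma, and adjusted p = 0.139 and 0.126 with an estimated correlation. Of the 81 members, 71 are in Supplementary Table 2, which was chosen on these arrays and read before the list was written. Tests of this list are therefore not independent evidence. The test fry, in limma, asks whether the members move on balance 1 way, without comparing them with other genes, and gave adjusted p of 0.0125 and 0.00521. The mean of the list was 11.6, 12.2 and 12.4 (log2) on the control arrays, 10.1, 9.69 and 9.85 with miR-140-3p and 9.19, 9.28 and 10.1 with miR-126-5p.

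At the unadjusted thresholds 751 rows, of 739 genes when any row of a gene counts, were lower with both mimics, and 77 of the rows were of interferon-stimulated genes. At the adjusted p in limma 78 rows fell with both, and 0 rose with both, against 270 at the unadjusted thresholds. Simulated unchanged sets of independent genes with a shared simulated control gave 194 rows lower with both (highest 245), and independent lists would share 127.5. Drawn splits of the real arrays reached 1555 rows, in a split with 2 scrambled control arrays left in the control set.

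Of the 406 entries of Supplementary Table 2, 401 are distinct symbols and 320 were measured here. Of these, 316 were below the control with both mimics, 293 were lower with both at the unadjusted thresholds and 76 fell with both at the adjusted p in limma. The study chose this list on these arrays, so it is not independent evidence of its direction. It holds 71 of the interferon-stimulated genes, and all 71 were lower with both at the unadjusted thresholds. Among its other 249 measured genes 222 were.

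**Figure D2:**
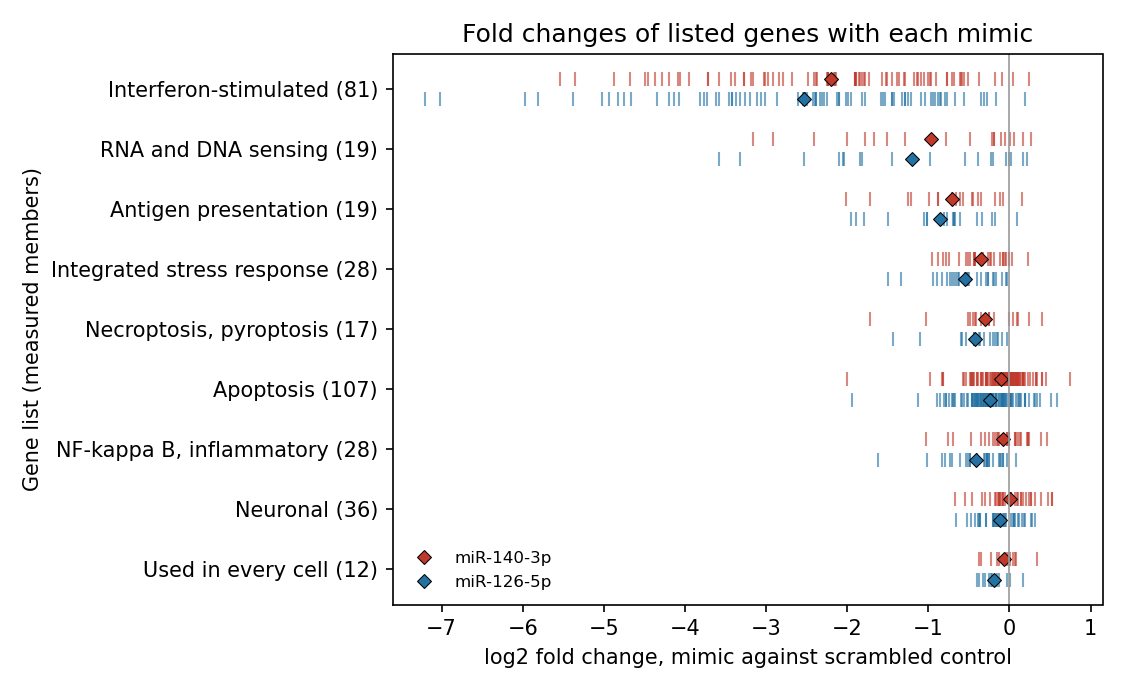
log2 fold change of each mimic against the scrambled control (x axis) for the measured members of 9 gene lists (y axis), 1 tick per gene, with a diamond at the mean of the list. The interferon-stimulated genes lie farthest below 0, with means of -2.19 and -2.54, and the neuronal genes lie around 0.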

Among the unions of 3700 genes, 406 were downregulated by both miR-140-3p and miR-126-5p transfection (Supplementary Table 2). To investigate the possible pathways, we conducted pathway enrichment analysis using Partek. As a result, 30 significantly enriched pathways were identified (Supplementary Table 3), and we were especially interested in the apoptosis pathway, since it offered the best explanation for the observations. To examine this pathway, we harvested neuronal cells transfected with scrambled control, miR-140-3p, or miR-126-5p for 24 h and then performed flow cytometry assays. 

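Among the apoptosis genes, TNFSF10, the death ligand TRAIL, fell with both mimics. Its log2 value was 5.79 ± 0.71 (SD, n = 3 arrays) in control cells, 3.80 ± 0.36 (SD, n = 3) with miR-140-3p and 3.85 ± 0.11 (SD, n = 3) with miR-126-5p, where the background control rows had means of 3.67 to 3.89 per array. With the mimics it thus lay at background, and its falls are lower bounds. It fell by 2.00 with miR-140-3p (standard error 0.30, adjusted p = 0.0118 from limma) and fell by 1.94 with miR-126-5p (standard error 0.30, adjusted p = 0.0106). CTSS, the lysosomal protease cathepsin S, fell by 1.13 with miR-126-5p (standard error 0.19, adjusted p = 0.0215 from limma), and its log2 fold change with miR-140-3p was -0.84 (adjusted p = 0.169). CASP10, an initiator caspase of death receptors, had log2 fold changes of -0.97 (adjusted p = 0.0798 from limma) and -0.78 (adjusted p = 0.15). DDIT3, a transcription factor of the stress response, had -0.81 (adjusted p = 0.393 from limma) and -0.90 (adjusted p = 0.223).

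Of 107 measured apoptosis genes, 1 fell with miR-140-3p and 2 fell with miR-126-5p over all genes in limma, 3 and 6 when adjusted over the list alone, and none rose. At the unadjusted thresholds 15 were lower and 1 higher with miR-140-3p, and 22 were lower and 1 higher with miR-126-5p. The mean log2 fold changes were -0.11 (adjusted p = 0.0714 from camera in limma) and -0.24 (adjusted p = 2.06e-06), with adjusted p = 0.945 and 0.530 with an estimated correlation. With miR-126-5p the median of the list was -0.22. The 12 measured genes used in every cell also had a median of -0.22 (mean -0.19), so the fall of the apoptosis list was close to theirs. With miR-140-3p the apoptosis list passed camera without miR-140-3p replicate 1 (adjusted p = 0.00601 from limma) and scrambled control replicates 1 and 2 (0.0149 and 0.0350). With each array left out in turn its mean ranged from -0.18 to -0.0396, and the adjusted p from camera in limma reached 0.649. The 11 members lower with both mimics at the unadjusted thresholds, named after their values were seen, were CASP10, CTSS, DDIT3, MAP3K5, PARP3, PARP4, PIK3R3, PMAIP1, TNFSF10, TRADD and TRAF1. Of the 33616 genes, each taken at its brightest row, 711 were lower with both, so 2.26 of the 107 would be expected (Fisher's exact test, p = 1.73e-05, adjusted p = 8.64e-05 over the lists, odds ratio 5.37). Among the 17579 protein-coding genes, 3.51 would be expected (p = 0.000766 from the same exact test, odds ratio 3.43), and without members known to be induced by interferon 3.28, against 7 (p = 0.0460, odds ratio 2.24). Among protein-coding genes brighter than the median of all rows and without those members, 7 of 91 were lower with both against 3.71 expected, which did not pass (Fisher's exact test, p = 0.1001, odds ratio 1.97). Genes are not independent replicates. Supplementary Table 2, which was chosen on these arrays and is not independent evidence, holds 6 of the 107.

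The call of TNFSF10 was lost, at adjusted p of 0.0506 to 0.0840 from limma with miR-140-3p, without miR-140-3p replicate 1 or 2 or scrambled control replicate 2, with 2 groups per fit and over every row of the table. With miR-126-5p it was lost at 0.0518 to 0.0749 without miR-126-5p replicate 1 or 2 or scrambled control replicate 2 and over every row, and that of CTSS at 0.0740 to 0.155 without miR-126-5p replicate 1 or 2 or scrambled control replicate 3, with 2 groups per fit and over every row. From the pathways enriched among the genes lower with both mimics, the paper reasons that apoptosis best explains what was observed in the transfected cells.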

As shown in Fig. 4, one flow assay demonstrated that overexpression of miR-126-5p and miR-140-3p reduced the number of cells driven into the late apoptosis stage (Q2 quadrant). Through four independent assays, miR-126-5p and miR-140-3p significantly lowered the proportions of cells undergoing late apoptosis. In addition to apoptosis, repressed necrosis activity (Q1 quadrant) was also observed in the cells transfected with miR-126-5p.

**Fig. 4:**
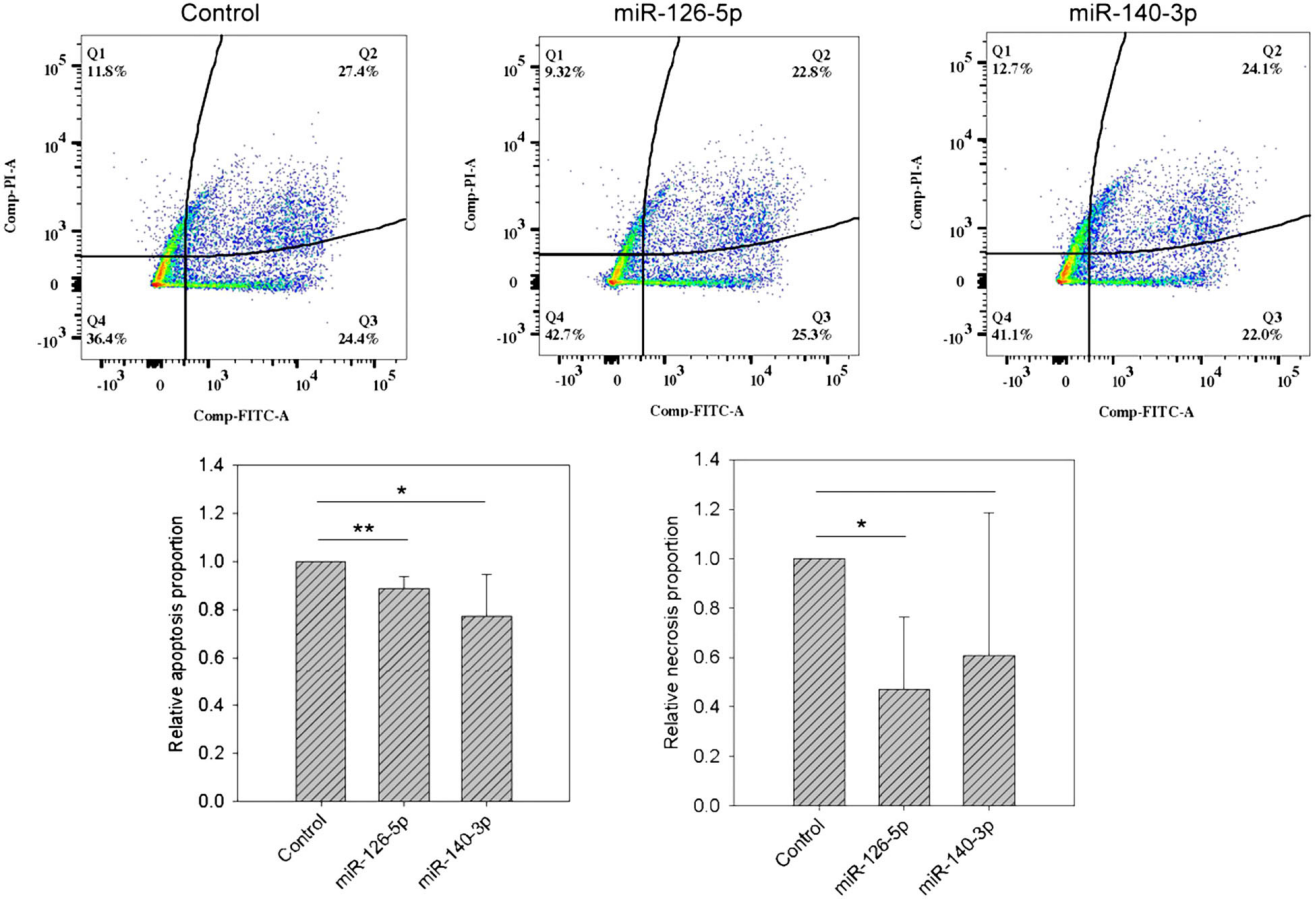
Flow cytometry assay results. We used a flow cytometry assay to determine the proportion of cells undergoing apoptosis and necrosis. The upper subfigures denote the results of one flow cytometry run. Through four independent assays, we quantified the proportions of cells undergoing apoptosis and/or necrosis in the lower subfigures. * and ** denote *p* value < 0.05 and *p* value < 0.01, respectively.

## Discussion

To the best of our knowledge, this study is the first to simultaneously present a miRNA biomarker panel for ADHD, the relationship between miRNAs and ADHD treatment response, and the molecular mechanism of the underlying association. We provide evidence that our previously established combinations of differential expression levels of miRNAs in WBCs are sufficient to differentiate the clinical samples of ADHD patients from those of healthy control subjects. Several miRNAs (miR-140-3p, miR-27a-3p, miR-486-5p, and miR-151-5p) potentially serve as biomarkers of the remission state of ADHD during a 1-year period of treatment with MPH. Furthermore, our in vitro study revealed that miR-140-3p and miR-126-5p facilitated the differentiation of HCN-2 human neuronal cells.

ADHD is a highly heritable neurodevelopmental disorder [45]. The pathophysiology of ADHD is associated with abnormalities in cortical development and network connectivity among several brain regions [46]. Our previous study using structural magnetic resonance imaging (MRI) indicated that the gray matter (GM) volume of the cingulate gyrus and left fusiform gyrus was positively correlated with the expression of miR-126-5p, miR-140-3p, and miR-30e-5p. [34] miRNAs participate in modulating gene expression and may regulate the cell proliferation and differentiation and synaptic plasticity of the CNS [47, 48]. Notably, circulating miRNA levels serve as noninvasive and sensitive biomarkers for reflecting the interactions between external stimuli and pathological neurodevelopment [49] and may be linked to ADHD manifestations [50]. One of the advantages of our study is that we used a global screening technique (NGS) to identify candidate miRNAs; global screening gave us the best chance at detecting novel miRNAs involved in the pathogenesis of ADHD [51]. Moreover, all previous studies that investigated similar topics lacked a validation group to confirm their findings. Consistent with our previous study, our results support the conclusion that the ADHD biomarker panel is reliable and feasible for clinical sample differentiation.

In our ADHD cohort, 54.3% of subjects met the criteria for remission after 12 months of follow-up, while 45.7% were not in remission. The findings of the current study indicated that four miRNAs (miR-140-3p, miR-27a-3p, miR-486-5p, and miR-151-5p) showed differential trends between responders and nonresponders during the 12-month follow-up. Among the responders, the improved ADHD symptoms during the 12-month follow-up period were positively correlated with increased expression of miR-140-3p, miR-27a-3p, miR-486-5p, and miR-151-5p. This finding indicates that these four miRNAs can potentially serve as biomarkers of remission during a one-year period of treatment with MPH. One study [22] reported that miRNA let-7d may serve as a potential diagnostic and therapeutic biomarker for children with ADHD. Another study [23] reported that the relative expression of miRNA-4655-3p and miRNA-7641 increased along with MPH or atomoxetine (ATX) treatment at 6 months. An animal study revealed that the rats exhibited impaired attention, worsened learning and memory abilities after they were administered the lentiviral vector containing Homer 1a-specific miRNA (Homer 1a-RNAi-LV) by intracerebroventricular injection [25]. These ADHD-like behaviors were improved by treatment of MPH. Pharmacogenetic studies illustrated individual variability in response to ADHD medications and provide clues for genetic predictors of response [52]. Response to medication may be affected by the expression of these pharmacogenomic genes, which are regulated by these miRNAs [53]. Although the mechanism and causality underlying the relationship between miRNAs and MPH treatment response remain unclear, we propose that the increased expression of miR-140-3p, miR-27a-3p, miR-486-5p, and miR-151-5p might regulate the expression levels of genes linked to the response to treatment of ADHD medication, or genes associated with underlying pathomechanism of ADHD. Future investigation regarding such association is warranted.

Among the three miRNAs, miR-30e-5p did not enhance HCN-2 differentiation, but miR-126-5p and miR-140-3p did. In addition, miR-140-3p was more effective than miR-126-5p (Fig. 3e, p-value < 0.05 for all indices). We were curious whether such a difference could be dosage-dependent, that is, if it resulted from unequal overexpression. In other words, the fact that miR-140-3p was the most effective and miR-30e-5p was ineffective was merely because miR-140-3p and miR-30e-5p had the highest and the lowest overexpression efficiencies, respectively. For this concern, we re-examined Supplementary Fig. 1 and found that miR-140-3p and miR-30e-5p individually had the lowest and middle overexpression efficiencies, respectively. Therefore, the ability of miR-140-3p and miR-126-5p to promote HCN-2 differentiation is an innate characteristic rather than a result of biased experimental manipulation. Therefore, our in vitro study provides evidence that the upregulation of miR-126-5p and miR-140-3p may facilitate the growth of the HCN-2 human neuronal cell line.

Our microarray and flow cytometry assays demonstrated that miR-140-3p or miR-126-5p treatment for 24 h significantly lowered the proportions of cells undergoing late apoptosis and/or necrosis activities. 

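Of 28 measured pro-apoptotic genes (death receptors and ligands, caspases, BCL2 family members and others), TNFSF10 and XAF1, an antagonist of the caspase inhibitor XIAP, fell with both mimics. XAF1 is also in the list of interferon-stimulated genes, and TNFSF10 is known to be induced by interferon. XAF1 fell by 3.59 on the log2 scale with miR-140-3p (standard error 0.57, adjusted p = 0.018 from limma, but 0.0529 to 0.134 under 7 other settings, among them each miR-140-3p array and scrambled control replicates 2 and 3 left out in turn) and fell by 4.67 with miR-126-5p (adjusted p = 0.00191). They were the 2 of this list that fell with each mimic over all genes in limma, and 3 fell with miR-140-3p and 7 with miR-126-5p when adjusted over the list alone. The means were -0.30 with miR-140-3p (adjusted p = 0.0379 from camera in limma) and -0.45 with miR-126-5p (adjusted p = 8.04e-05), and adjusted p = 0.945 and 0.530 with an estimated correlation. CASP8, the main initiator caspase of death receptors, had log2 fold changes of -0.35 (standard error 0.18, adjusted p = 0.634 from limma) and -0.43 (adjusted p = 0.439). FAS, a death receptor, had -0.07 (standard error 0.17, adjusted p = 0.945 from limma) and -0.33 (adjusted p = 0.553). Of 14 anti-apoptotic genes, 0 passed over all genes in limma and 0 when adjusted over the list alone, with means of 0.03 (adjusted p = 0.808 from camera in limma) and -0.09 (adjusted p = 0.587). BCL2, which blocks apoptosis at mitochondria, had log2 fold changes of -0.01 (standard error 0.26) and -0.39 (standard error 0.26).

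Of 17 genes of necroptosis and pyroptosis, of which ZBP1 is also in the interferon-stimulated list, 1 fell with each mimic over all genes in limma, and 2 fell with miR-140-3p and 3 with miR-126-5p when adjusted over the list alone. The gene was CASP1, the caspase of inflammasomes, which fell by 1.71 with miR-140-3p (standard error 0.22, adjusted p = 0.00388 from limma) and fell by 1.44 with miR-126-5p (standard error 0.22, adjusted p = 0.00913). MLKL, which ruptures the membrane in necroptosis, had log2 fold changes of -1.03 (standard error 0.27, adjusted p = 0.287 from limma) and -1.10 (adjusted p = 0.167). The list means were -0.30 (adjusted p = 0.00648 from camera in limma) and -0.42 (adjusted p = 9.37e-06), and adjusted p = 0.650 and 0.236 with an estimated correlation. Unlike the apoptosis list, this list was not tested again without members known to be induced by interferon. The pro-apoptotic call with miR-140-3p was lost without miR-140-3p replicates 2 and 3 (adjusted p = 0.543 and 0.0643 from camera in limma) and scrambled control replicate 3 (0.595), when quantile-normalized again (0.132) and over brighter rows only (0.352), and that of necroptosis without scrambled control replicate 3 (0.118). The CASP1 call with miR-126-5p was lost at adjusted p of 0.0518 to 0.0690 from limma without miR-126-5p replicate 2 or scrambled control replicate 2 or 3 and over every row.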

To the best of our knowledge, this is the first study to report the possible mechanism underlying the association between miR-140-3p/miR-126-5p and the pathophysiology of ADHD. Apoptosis refers to an active, programmed process of autonomous cellular dismantling, and necrosis is described as unplanned cell death resulting from environmental perturbations in the inflammatory process [54]. A previous in vitro study indicated that miR-126-5p may regulate H9c2 cell viability and apoptosis by targeting IL-17A under hypoxic conditions [55]. Another study revealed that overexpressing miR-140-3p may exert cytoprotective effects by alleviating inflammation and oxidative stress and reducing cell apoptosis in OGD/R [56]. Taken together with our findings, we suggest that miR-126-5p and miR-140-3p may facilitate neuronal growth and ameliorate apoptosis. The aforementioned miRNAs may be linked to susceptibility to ADHD and serve as ADHD biomarkers.

This study has several methodological issues and limitations that need to be addressed. First, miRNAs in WBCs were used as circulating biomarkers in this study, but miRNAs may also be present in exosomes within various bodily fluids [57]. As such, miRNA expression in peripheral blood may not illustrate the complete picture of epigenetic processes (i.e., the brain) related to ADHD. Although miRNA expression in circulating peripheral tissues has been reported to be correlated with that in neuronal tissues [58], whether these miRNAs affect brain function in the critical period of neurodevelopment needs to be further investigated. Second, since there was no data on miRNAs among patients without medication treatment or healthy subjects for comparison in this study, it remains uncertain whether the changes in miRNA levels were attributable to the effect of MPH treatment or natural maturation. Third, HCN-2 cell is a commonly used cerebral cortical cell line that stains positive for neuronal markers [59]. However, HCN-2 has scarcely been applied for an in vitro study on ADHD pathophysiology. Fourth, during the one-year period, environmental factors (e.g., diet, lifestyle, or other medications) might be confounding factors for the change in miRNAs. However, such factors were not measured in this study. Finally, the participants in this study were recruited from a single site in Taiwan. Further research should confirm whether the findings regarding the biomarker panel could be generalized to various ethnicities or countries.

In summary, this study is at the forefront of simultaneously illustrating a miRNA biomarker for ADHD and the molecular mechanism of the underlying association. We provide evidence that our previously established combination of differential expression levels of miRNAs in WBCs can be used to distinguish the clinical samples of ADHD patients from those of healthy control subjects. We also demonstrated that MPH may alter the expression of certain miRNAs, and miR-140-3p, miR-27a-3p, miR-486-5p, and miR-151-5p potentially serve as therapeutic markers of ADHD. Furthermore, our in vitro study revealed that miR-140-3p and miR-126-5p facilitate the growth of the HCN-2 human neuronal cell line. Our results demonstrate that the expression levels of miRNAs serve as ADHD biomarkers and are involved in the neurodevelopment/neuroprotection mechanisms that underlie ADHD pathophysiology.

## Supplementary information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Fig. 1

Supplementary Fig. 2

Supplementary Fig. 3

## Data Availability

The data are available within the paper from the manuscript corresponding author on reasonable request.

# Supplementary material for: MicroRNAs serve as prediction and treatment-response biomarkers of attention-deficit/hyperactivity disorder and promote the differentiation of neuronal cells by repressing the apoptosis pathway
**Source:** Transl Psychiatry. 2022 Feb 19;12:67. doi: 10.1038/s41398-022-01832-1
**Supplement:** Supplementary file 1 — Supplementary Table 1

**Supplementary Table 1. Baseline characteristics of patients with ADHD who were remitted (responders) and non-remitted (non-responders) after one-year methylphenidate treatment**

| **Characteristics** | **Responders**  **(N = 50)** | **Non-responders**  **(N = 42)** | **Statistic** | ***p*-value** |
| --- | --- | --- | --- | --- |
| **Sex** |  |  | 0.004 | 0.947 |
| Male | 39 (78) | 33 (78.6) |  |  |
| Female | 11 (22) | 9 (21.4) |  |  |
| **Age** (years) | 8.2 ± 1.8 | 9.3 ± 2.2 | -2.725 | 0.008* |
| **Height (cm)** | 130.7 ± 11.6 | 134.1 ± 14.1 | -1.223 | 0.225 |
| **Weight (kg)** | 31.1 ± 12.3 | 33.9 ± 13.1 | -1.058 | 0.293 |
| **WISC-IV** |  |  |  |  |
| FSIQ | 99.2 ± 11.1 | 99.3 ± 9.2 | -0.021 | 0.983 |
| Verbal Comprehension Index | 103.6 ± 12.1 | 101.2 ± 9.2 | 1.089 | 0.279 |
| Perceptual Reasoning Index | 99.8 ± 13.9 | 99.6 ± 11.6 | 0.076 | 0.939 |
| Working Memory Index | 101.0 ± 13.1 | 100.8 ± 11.6 | 0.073 | 0.942 |
| Processing Speed Index | 92.9 ± 9.1 | 95.7 ± 10.3 | -1.401 | 0.165 |
| **Clinical measures** |  |  |  |  |
| ADHD-RS (I) | 22.8 ± 4.6 | 23.1 ± 4.4 | -0.321 | 0.749 |
| ADHD-RS (H) | 23.6 ± 4.9 | 23.2 ± 5.0 | 0.417 | 0.678 |
| **Methylphenidate dose** (mg) | 27.0 ± 8.0 | 26.9 ± 7.9 | 0.082 | 0.935 |

a Data are expressed as N (%) or Mean ± SD; FSIQ, Full Scale Intelligence Quotient; H, hyperactivity/impulsivity scores; I, inattention scores; WISC-IV, Wechsler Intelligence Scale for Children–Fourth Edition; **p*<0.05

# Supplementary material for: MicroRNAs serve as prediction and treatment-response biomarkers of attention-deficit/hyperactivity disorder and promote the differentiation of neuronal cells by repressing the apoptosis pathway
**Source:** Transl Psychiatry. 2022 Feb 19;12:67. doi: 10.1038/s41398-022-01832-1
**Supplement:** Supplementary file 2 — Supplementary Table 2

**Supplementary Table 2. The list of the 406 genes simultaneously down-regulated with miR-140-3p or miR-126-5p mimic transfection.**

# Supplementary material for: MicroRNAs serve as prediction and treatment-response biomarkers of attention-deficit/hyperactivity disorder and promote the differentiation of neuronal cells by repressing the apoptosis pathway
**Source:** Transl Psychiatry. 2022 Feb 19;12:67. doi: 10.1038/s41398-022-01832-1
**Supplement:** Supplementary file 3 — Supplementary Table 3

**Supplementary Table 3.** The significant pathways enriched by 406 genes simultaneously down-regulated with miR-140-3p or miR-126-5p mimic transfection. The enrichment p-value was calculated based on hyper-geometric distribution.

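Supplementary Table 3 is led by influenza A and by NOD-like receptor signaling, and below them lists other virus infections and RIG-I-like receptor signaling, which senses foreign RNA. IFIH1 and RIGI, which sense viral RNA in the cytosol, fell with both mimics. IFIH1 had a log2 value of 14.59 ± 0.40 (SD, n = 3 arrays) in control cells, 11.43 ± 0.14 (SD, n = 3) with miR-140-3p and 11.01 ± 0.78 (SD, n = 3) with miR-126-5p. It fell by 3.16 (standard error 0.32, adjusted p = 0.000888 from limma) and fell by 3.58 (adjusted p = 0.00024). RIGI fell by 2.92 with miR-140-3p (standard error 0.32, adjusted p = 0.00129 from limma) and fell by 3.32 with miR-126-5p (adjusted p = 0.000384). TLR3, the receptor for double-stranded RNA in endosomes, fell by 2.01 (standard error 0.22, adjusted p = 0.00128 from limma) and fell by 2.05 (adjusted p = 0.000762).

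Of 19 measured sensors of foreign nucleic acid and their adaptors, 8 fell with miR-140-3p and 9 with miR-126-5p over all genes in limma, and 9 and 11 when adjusted over the list alone. The means were -0.96 (adjusted p = 2.58e-12 from camera in limma) and -1.20 (adjusted p = 3.33e-15), and adjusted p = 0.180 and 0.126 with an estimated correlation. Of these 19 genes 6 are also in the list of interferon-stimulated genes. Of 19 genes of antigen processing and presentation, TAP1, TAP2 and PSMB8 fell with both mimics over all genes in limma, and PSMB9 and PSME1 with miR-126-5p, 3 and 5 genes, and 11 and 15 when adjusted over the list alone. PSMB8 did not pass with miR-140-3p over every row or without miR-140-3p replicate 2 or scrambled control replicate 3 (adjusted p of 0.0617 to 0.0686 from limma), nor PSMB9 with miR-126-5p over every row or without miR-126-5p replicate 1 or 2 or scrambled control replicate 2 or 3 (0.0572 to 0.0680), and PSME1, named after its values were seen, did not pass under 8 settings (0.0542 to 0.183), among them without miR-126-5p replicate 1 or 2 or scrambled control replicate 2 or 3. TAP1, which carries peptides to MHC class I, fell by 1.72 with miR-140-3p (standard error 0.20, adjusted p = 0.00217 from limma) and fell by 1.79 with miR-126-5p (adjusted p = 0.00115). TAP2, its partner, fell by 2.02 and fell by 1.96 (adjusted p = 0.00312 and 0.00251 from limma). The means of this list were -0.70 (adjusted p = 1.35e-15 from camera in limma) and -0.85 (adjusted p = 1.97e-18), and adjusted p = 0.180 and 0.126 with an estimated correlation. The antigen presentation list was not tested again without members known to be induced by interferon.

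Among the 711 genes whose brightest row was lower with both mimics at the unadjusted thresholds were 73 of the 81 interferon-stimulated genes, where 1.71 would be expected, or 2.65 among protein-coding genes (Fisher's exact test, adjusted p = 1.09e-112 and 3.2e-99 over the lists). They also held 10 of the 19 sensors (adjusted p = 1.31e-11 from the same exact test) and 14 of the 19 genes of antigen presentation (adjusted p = 5e-19). Supplementary Table 2, from which the pathways were computed, was chosen on these arrays and is not independent evidence of the direction. It holds 71 of the interferon-stimulated genes, 9 of the sensors and 8 of the genes of antigen presentation. The lists were written after it had been read, so these overlaps were in part fixed in advance. The exact tests are therefore no independent evidence, and they also take genes as independent.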

| **Pathway Name** | **Enrichment Score** | **Enrichment p-value** | **Pathway ID** |
| --- | --- | --- | --- |
| Influenza A | 27.0377 | 1.81E-12 | kegg_pathway_169 |
| NOD-like receptor signaling pathway | 25.7730 | 6.41E-12 | kegg_pathway_75 |
| Hepatitis C | 17.7721 | 1.91E-08 | kegg_pathway_166 |
| Epstein-Barr virus infection | 15.9193 | 1.22E-07 | kegg_pathway_172 |
| Measles | 15.4555 | 1.94E-07 | kegg_pathway_168 |
| RIG-I-like receptor signaling pathway | 14.5333 | 4.88E-07 | kegg_pathway_76 |
| Herpes simplex virus 1 infection | 14.1621 | 7.07E-07 | kegg_pathway_171 |
| Necroptosis | 13.4829 | 1.39E-06 | kegg_pathway_226 |
| Toll-like receptor signaling pathway | 9.0020 | 1.23E-04 | kegg_pathway_74 |
| TNF signaling pathway | 8.6443 | 1.76E-04 | kegg_pathway_85 |
| Antigen processing and presentation | 8.1084 | 3.01E-04 | kegg_pathway_72 |
| Human immunodeficiency virus 1 infection | 6.4348 | 1.60E-03 | kegg_pathway_239 |
| Kaposi sarcoma-associated herpesvirus infection | 6.1400 | 2.15E-03 | kegg_pathway_227 |
| Pertussis | 5.8811 | 2.79E-03 | kegg_pathway_156 |
| Hepatitis B | 5.7719 | 3.11E-03 | kegg_pathway_167 |
| Cytosolic DNA-sensing pathway | 5.1504 | 5.80E-03 | kegg_pathway_77 |
| Chemokine signaling pathway | 4.8163 | 8.10E-03 | kegg_pathway_28 |
| ABC transporters | 4.7070 | 9.03E-03 | kegg_pathway_1 |
| Proteasome | 4.6301 | 9.75E-03 | kegg_pathway_11 |
| NF-kappa B signaling pathway | 4.5617 | 1.04E-02 | kegg_pathway_29 |
| Viral carcinogenesis | 4.4678 | 1.15E-02 | kegg_pathway_175 |
| C-type lectin receptor signaling pathway | 4.4260 | 1.20E-02 | kegg_pathway_236 |
| Apoptosis | 4.3940 | 1.24E-02 | kegg_pathway_50 |
| Arginine and proline metabolism | 4.3418 | 1.30E-02 | kegg_pathway_266 |
| Legionellosis | 4.0191 | 1.80E-02 | kegg_pathway_157 |
| Cytokine-cytokine receptor interaction | 3.9386 | 1.95E-02 | kegg_pathway_27 |
| African trypanosomiasis | 3.5130 | 2.98E-02 | kegg_pathway_160 |
| Primary immunodeficiency | 3.5130 | 2.98E-02 | kegg_pathway_202 |
| Human papillomavirus infection | 3.2066 | 4.05E-02 | kegg_pathway_229 |
| Tuberculosis | 3.0996 | 4.51E-02 | kegg_pathway_165 |

# Supplementary material for: MicroRNAs serve as prediction and treatment-response biomarkers of attention-deficit/hyperactivity disorder and promote the differentiation of neuronal cells by repressing the apoptosis pathway
**Source:** Transl Psychiatry. 2022 Feb 19;12:67. doi: 10.1038/s41398-022-01832-1
**Supplement:** Supplementary file 4 — Supplementary Fig. 1

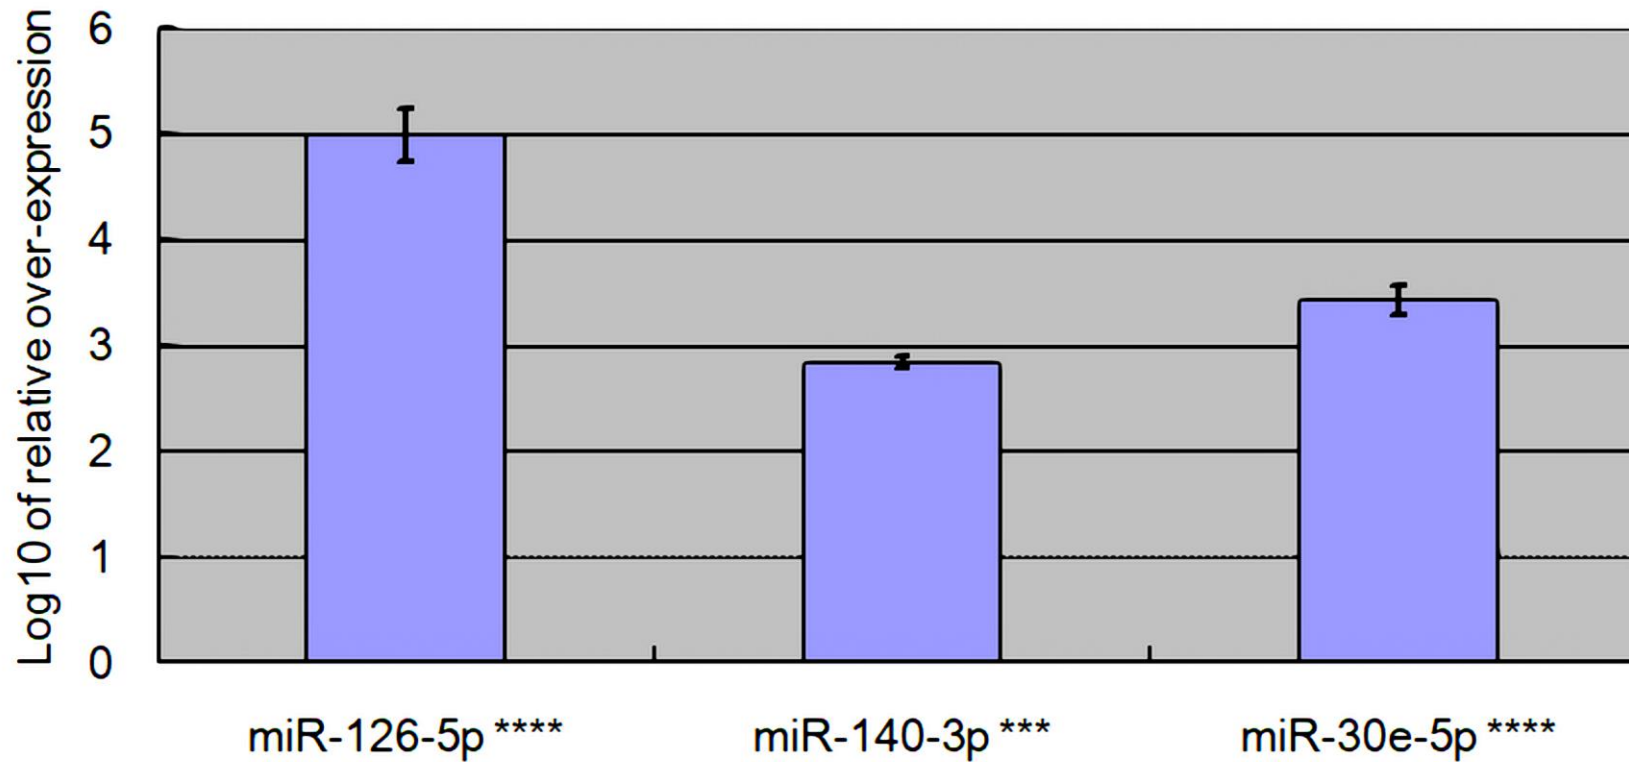

Supplementary Fig. 1. Enhanced expression levels of miRNAs with mimic transfection.

We enhanced miRNA expression levels by mimic transfection in HCN-2 cells. HCN-2 cells transfected for 24 h were harvested from qPCR assays.

# Supplementary material for: MicroRNAs serve as prediction and treatment-response biomarkers of attention-deficit/hyperactivity disorder and promote the differentiation of neuronal cells by repressing the apoptosis pathway
**Source:** Transl Psychiatry. 2022 Feb 19;12:67. doi: 10.1038/s41398-022-01832-1
**Supplement:** Supplementary file 5 — Supplementary Fig. 2

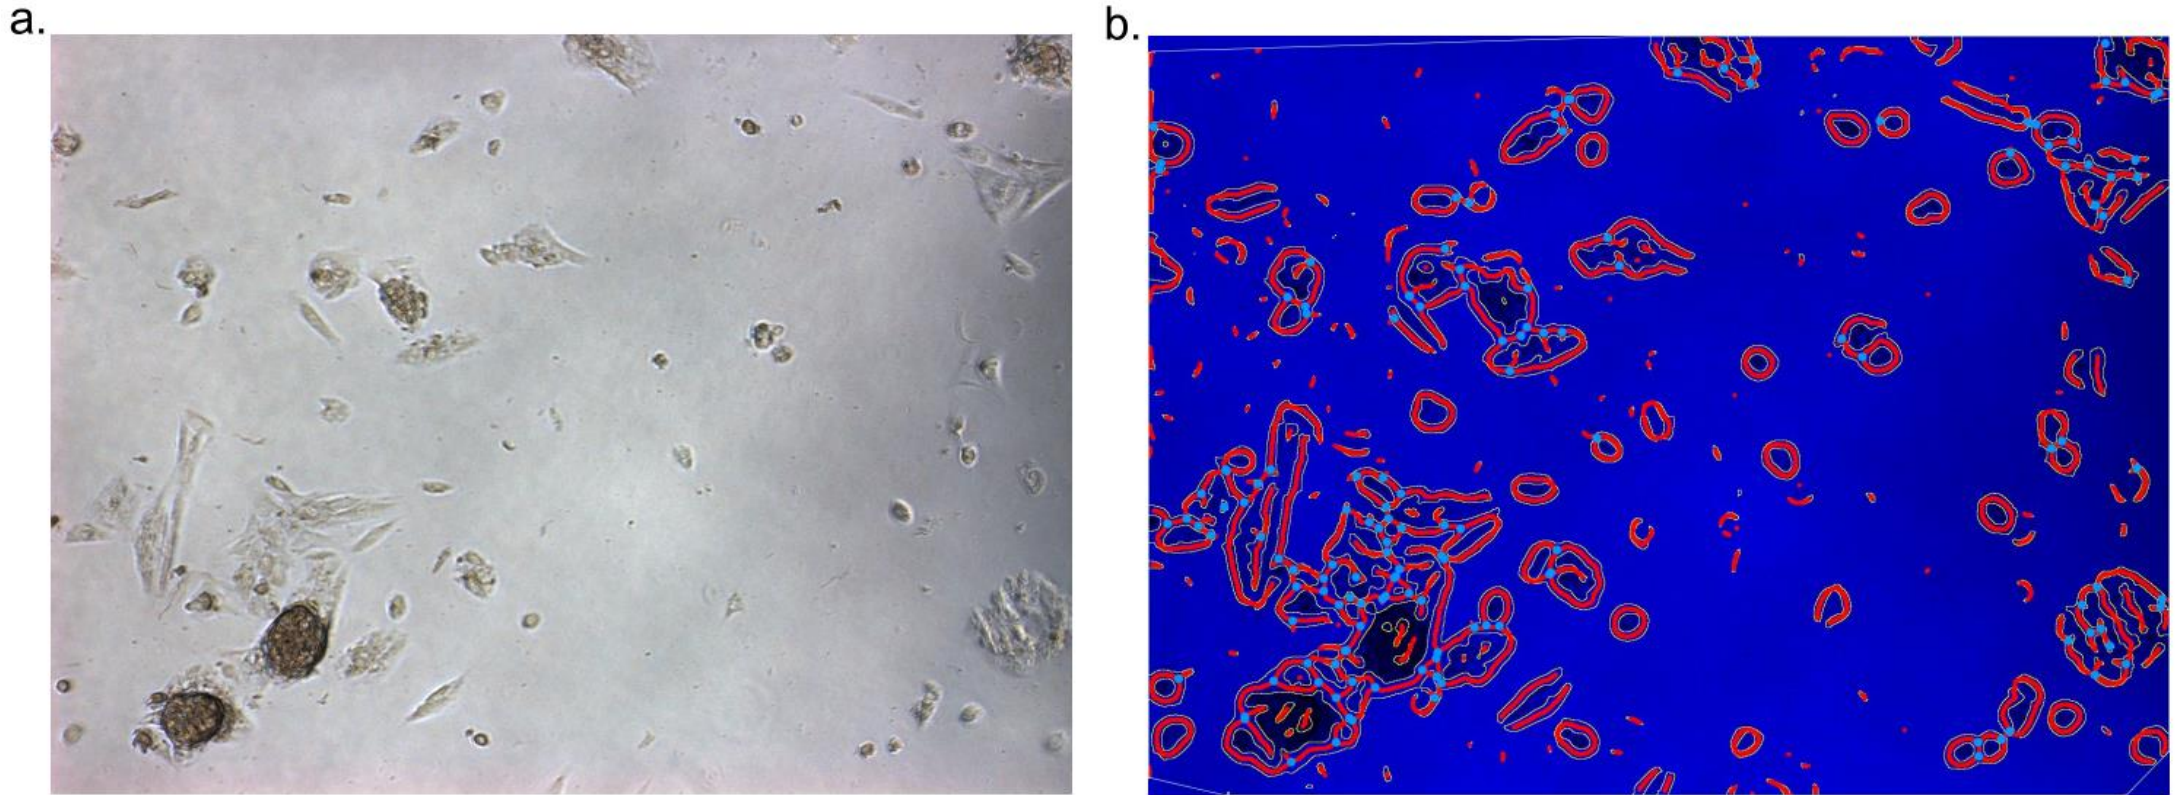

Supplementary Fig. 2. Illustration of the use of AngioTool to analyze pictures recording the HCN-2 differentiation pattern. (a) The differentiation pattern of HCN-2 cells recorded with a camera. (b) Since neuronal cells tend to differentiate into network (tube, also called vessel) structures, we used AngioTool to analyze their differentiation patterns. The thin yellow lines sketch the outline of vessels, used for recording the area of vessels. The thick red lines record the lengths of vessels. The blue dots represent junctions of vessel structures.

# Supplementary material for: MicroRNAs serve as prediction and treatment-response biomarkers of attention-deficit/hyperactivity disorder and promote the differentiation of neuronal cells by repressing the apoptosis pathway
**Source:** Transl Psychiatry. 2022 Feb 19;12:67. doi: 10.1038/s41398-022-01832-1
**Supplement:** Supplementary file 6 — Supplementary Fig. 3

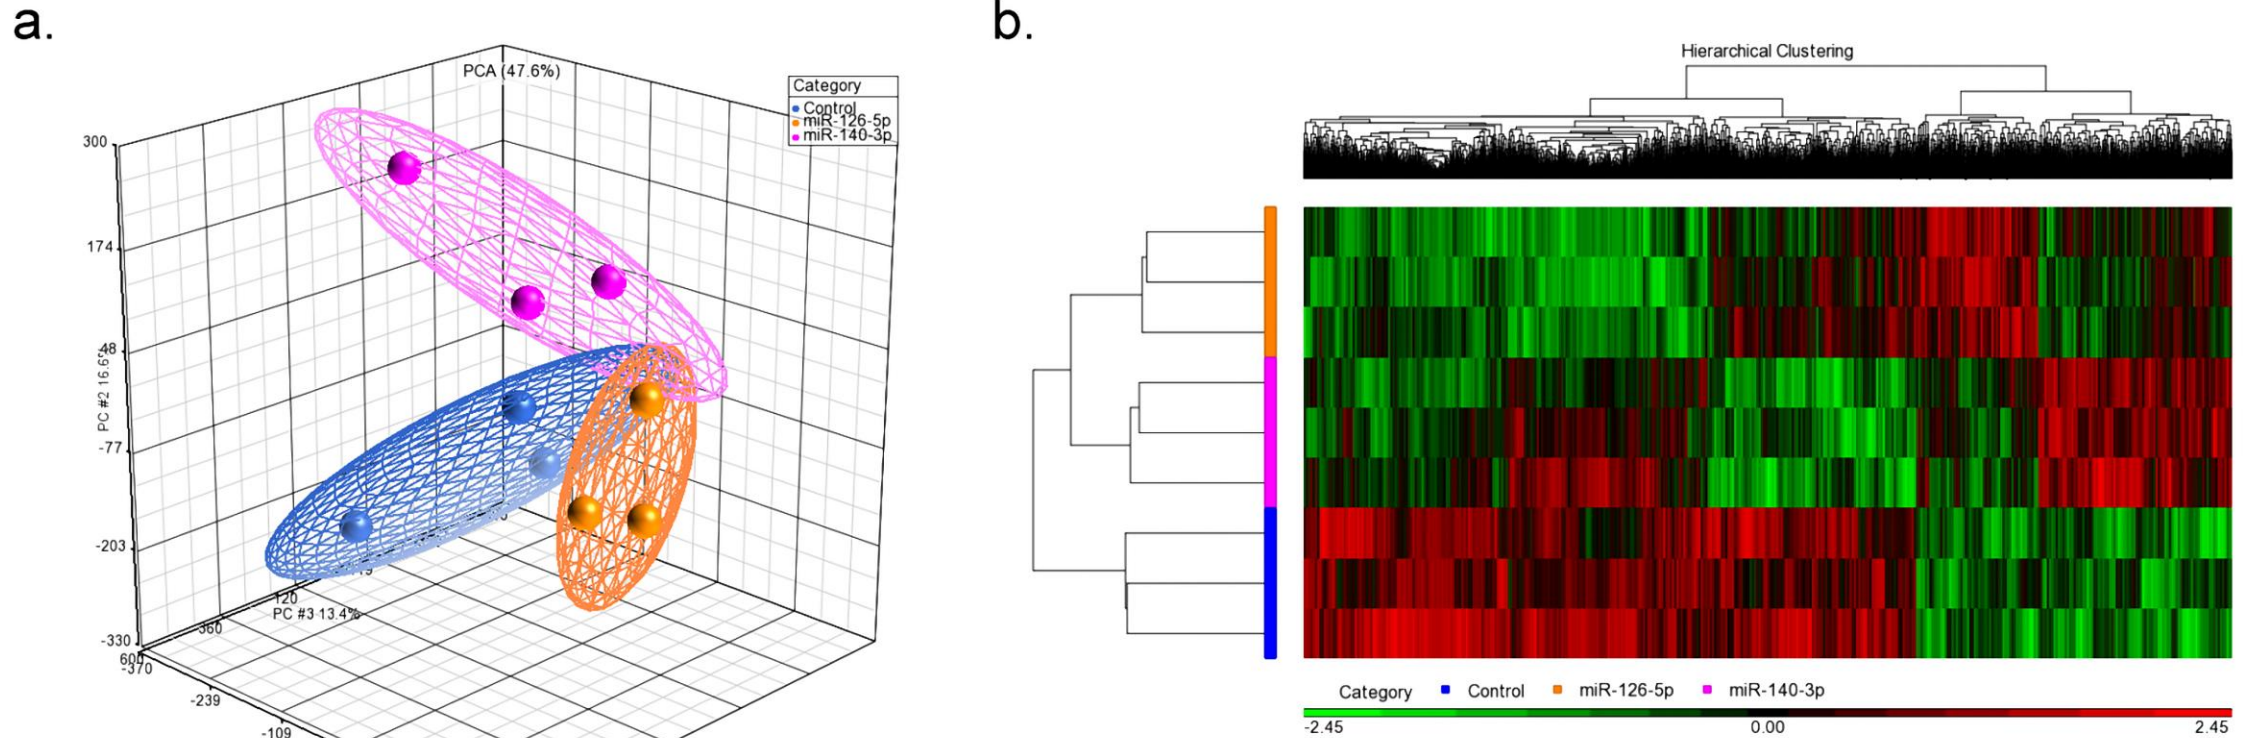

Supplementary Fig. 3. The overall results of microarray assays on HCN-2 cells with different miRNA mimics. We used microarray assays to examine the gene expression profiles of HCN-2 cells transfected with miRNA mimic. (a) The PCA plot demonstrated that the three sets had specific and discriminative gene expression profiles. (b) Although with their own specific profiles, HCN-2 cells transfected with miR-126-5p and miR-140-3p had closer and similar gene expression profiles when clustered with the union of differentially expressed genes.

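The PCA plot places each array by its scores on the leading components of the gene expression values. The scores given here were computed again from the deposited values and are not the coordinates of the paper's plot. On the first component the miR-126-5p arrays lay together, at -99.8, -86.1 and -59.4. The miR-140-3p arrays were spread over it, at 135.1, -56.9 and 2.72, and the scrambled control arrays lay at 9.74, 27.2 and 127.4. On the second component the miR-140-3p arrays lay at -95.1, -74.1 and -39.3, the miR-126-5p arrays at 14.6, -25.6 and 19.5, and the control arrays at 156.5, -20.9 and 64.3. On the third component the control arrays were the most spread, at 94.4, -104.8 and -87.9. The scores have no unit and come from the 36176 standardized rows. GAPDH, a glycolytic enzyme used as a reference gene, had log2 values of 18.497 ± 0.16 (SD, n = 3 arrays) in the control, 18.562 ± 0.11 (SD, n = 3) with miR-140-3p and 18.342 ± 0.04 (SD, n = 3) with miR-126-5p. ACTB, the cytoskeletal actin, had 9.17 ± 0.25, 9.18 ± 0.35 and 8.79 ± 0.14 (SD, n = 3 each). Neither gene passed the adjusted p in limma against the control, with log2 fold changes of 0.07 and 0.01 with miR-140-3p and -0.15 and -0.38 with miR-126-5p.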

How the deposited data were processed for this re-analysis (not part of the article)

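The deposited data cover 9 microarrays of total RNA from HCN-2 cells, 3 transfected with a miR-140-3p mimic, 3 with a miR-126-5p mimic and 3 with a scrambled control, harvested 24 h after transfection. Each array was assigned to its set and replicate number from the submitters' labels, which name the mimic. The clinical samples, the qPCR assays, the image analysis of differentiation and the flow cytometry were not analysed here.

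The authors deposited log2 values, 1 table with a column per array. The submitters' processing notes name RMA, Affymetrix Expression Console and Partek, with no versions or order, and the paper's methods name Partek for the differentially expressed genes and the pathways. RMA corrects the background, applies quantile normalization across arrays and summarizes the probes of each row, which would remove most of a change shared by most genes. The medians of all rows still ran from 4.96 to 5.09 per array. From these medians, differences in scaling may remain in the deposited values. Quantile normalization again was run on the rows with 1 gene symbol alone. It moved the share of lower rows with miR-140-3p from 60.6% to 50.8%. It gives these rows the same distribution on every array and so pulls the share toward even by design. The moved share is therefore no evidence of a leftover difference in scaling. The values have no detection call and no count depth, so the signal over the background is known only from the level of each row. The background control rows of the table had means of 3.67 to 3.89 per array. The paper's methods and the deposited description name different chips, Clariom S and Clariom D, and different labeling protocols, and the number of rows was not used to settle this.

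The table has 138745 rows, of which 31 are control rows that were left out. Gene symbols came from the platform annotation supplied with the table. It gave 1 symbol for 36176 rows and several for 1119, which were not named or tested, and did not list 101419. Symbols of 25516 rows were matched by Entrez identifier to the NCBI RefSeq gene table and 0 needed updating. The 36176 rows cover 33616 genes, and 1576 genes have more than 1 row. Each row was tested, and for gene lists and named genes the row with the highest mean over all arrays stands for its gene. No coordinates are given, as the sources used here name no genome build, and no sites of the microRNAs in target transcripts were searched.

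The log2 values were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with the 9 arrays in 1 fit and a contrast for each mimic against the control and for miR-140-3p against miR-126-5p. The prior for the variance had 6.32 degrees of freedom. Counts were made at the paper's thresholds, an unadjusted p under 0.05 and a difference over 1.25-fold, and at a Benjamini-Hochberg adjusted p of 0.05 over the rows tested. Overlaps between the 2 comparisons against the shared control were set beside 100 simulations of unchanged sets and beside the overlap of independent lists. In the simulations every array was drawn anew, the shared control set included, with the spread of each row and independent genes. The principal components were computed on standardized rows with 1 gene symbol, with every row of the table as an alternative. Distances between sets are Euclidean distances between set means over standardized rows, and the arrays were clustered by average linkage.

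Gene lists were written by hand from general knowledge and cover interferon-stimulated genes, interferons, interferon receptors and their kinases, sensors of foreign nucleic acid, antigen presentation, apoptosis, pro-apoptotic and anti-apoptotic genes, necroptosis and pyroptosis, inflammatory and NF-kappa B targets, neuronal genes, neural progenitors, astrocytes, oligodendrocytes, fibroblasts, endothelial cells, microglia and leukocytes, the cell cycle, p53 targets, the integrated stress response, chaperones of the endoplasmic reticulum, heat shock, hypoxia and glycolysis, cholesterol synthesis, matrix and adhesion, TGF-beta and SMAD genes, the microRNA pathway, the host genes of the 2 microRNAs and genes used in every cell. With a planned list of apoptosis genes outside the interferon-stimulated list they make 30, but that list is identical to the apoptosis list, as no member is shared, so it adds nothing. Each was tested with camera at a preset correlation between genes of 0.01, again with an estimated correlation, and with fry, all in limma and adjusted over the 30 lists. Camera passed 6 lists with miR-140-3p, 11 with miR-126-5p and 10 between the mimics, and with an estimated correlation 0 in each. The 11 and the 10 each count the apoptosis list and its identical copy. The lowest adjusted p with an estimated correlation was 0.139, 0.126 and 0.662, and fry in limma passed 3, 5 and 0. Overlaps of the lists with the genes lower with both mimics were tested with Fisher's exact test against all genes and against the 17579 protein-coding genes.

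The genes named in the text follow a rule: for each mimic, the 10 largest rises and the 10 largest falls among genes past the adjusted p (past the unadjusted thresholds where fewer than 10 passed) whose 3 mimic arrays all lie on 1 side of the 3 control arrays and whose higher set mean is above the median of all rows; from each list, up to 4 members past the same test with the largest change and the first 2 as written; the apoptosis genes of Supplementary Table 2; and the host and reference genes. Other names were chosen after their values were seen, as stated beside them.

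The alternatives were 2 groups per fit, the replicate number as a block, quantile normalization again, centring on array medians, only rows brighter than the median of all rows, eBayes with an intensity trend and robust estimation, tests without moderation of the variance, a 1.5-fold threshold, every row of the table, the mean of all rows of a gene, an estimated correlation, other sets of rows and scalings for the distances and principal components, and each array left out in turn. The steps were tested on simulated data with the spread of these arrays over 36176 rows. Of 100 genes changed by a log2 value of 1, 70 were recovered for miR-140-3p against the control and 75 for miR-126-5p at the adjusted p, and of 100 changed by 2, 99 and 100 were recovered, with 14 and 11 false calls.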

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

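The tests of array scaling, of a divergent control array and of the scrambled control as the source were chosen after the interferon result was seen; the splits of the arrays were not.

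Interferon-stimulated genes, which the paper does not discuss in its text, had mean log2 fold changes of -2.19 with miR-140-3p and -2.54 with miR-126-5p. A difference in the scaling of the arrays is argued against as the whole source, since quantile normalization again, which moved the share of lower rows from 60.6% to 50.8%, left the mean with miR-140-3p at -2.13 (spread 0.117 over the arrays left out in turn). A single divergent control array is argued against too, since the mean was -2.02 at its closest to 0 when 1 control array was left out. What stays open is whether the mimics lowered these genes or the scrambled RNA raised them in the control cells, which may happen where a synthetic RNA is sensed as foreign: with 0 arrays of untransfected cells the 2 cannot be told apart. That the mimics lower the response is therefore only a hypothesis. Of the 10 splits of the 6 arrays, 1 gave a mean as large in size as the real 2.19 with miR-140-3p (highest other 1.18) and 1 as large as 2.54 with miR-126-5p (highest other 1.55), and 10 splits are too few for a share under 0.05.

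Other groups of genes passed camera in limma against the control. Of these, Supplementary Table 3 lists pathways of necroptosis, antigen presentation, RNA sensing and NF-kappa B signaling, and the text of the paper discusses necrosis. The pro-apoptotic list passed with both mimics and the apoptosis list with miR-126-5p, as given with the paper's claims. The others with miR-140-3p were sensors of foreign nucleic acid (mean log2 fold change -0.96), antigen presentation (-0.70), necroptosis and pyroptosis (-0.30) and the integrated stress response (-0.35). With miR-126-5p they were the sensors (-1.20), antigen presentation (-0.85), necroptosis and pyroptosis (-0.42), the integrated stress response (-0.54), inflammatory and NF-kappa B targets (-0.41), p53 targets (-0.26) and matrix and adhesion genes (-0.23). None of them passed with an estimated correlation, where the lowest adjusted p from limma was 0.139 and 0.126. Genes used in every cell had a mean of -0.19 with miR-126-5p, near those of the p53 targets and of matrix and adhesion genes. At the unadjusted thresholds 270 rows were higher with both mimics, which the paper does not report, and 16 of 100 drawn splits of the 9 arrays gave as many (highest other 739), so chance cannot be excluded for this count.

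Between the mimics, 9 lists differed by camera in limma, all higher with miR-140-3p. The mean log2 differences were 0.34 for interferon-stimulated genes, 0.23 for sensors of nucleic acid, 0.33 for inflammatory and NF-kappa B targets, 0.16 for fibroblast genes, 0.18 for p53 targets, 0.19 for the integrated stress response, 0.18 for hypoxia and glycolysis, 0.19 for the microRNA pathway and 0.13 for apoptosis. None passed with an estimated correlation (adjusted p = 0.662 from limma for each).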

How the results depend on the processing

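The union without interferon-stimulated genes and the apoptosis list without inducible members were chosen after the results were seen; the other settings were not. The fall of the interferon-stimulated list kept its direction under every setting. Without moderation of the variance no gene passed the adjusted p with either mimic, 0 and 0 with 1-way ANOVA and 0 and 0 with a t-test. For the arrays the paper names Partek and states no test, so this unmoderated t-test is not known to be the paper's. It gave 1646 rows with miR-140-3p and 2431 with miR-126-5p at the unadjusted thresholds, a union of 3515, 448 lower and 114 higher with both. At 1.5-fold these were 1178, 1565, 2354, 303 and 83, as a stricter threshold passes fewer. Over every row of the table they were 10502, 12189, 19770, 1297 and 1599, with more rows tested, and 55 passed the adjusted p with miR-140-3p. Over brighter rows only 167 rows were higher with both, and with an intensity trend and robust estimation 214 passed the adjusted p with miR-126-5p; the cause was not tested.

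With an estimated correlation the interferon-stimulated list, at means of -2.19 and -2.54, no longer passed (adjusted p = 0.139 and 0.126 from limma), nor the apoptosis list with miR-126-5p at -0.24 (0.530). The distance between the mimics over that to the control, 0.806 over the union, was 0.987 over all rows with 1 symbol, 0.921 over rows past 1-way ANOVA and 0.687 without standardization. It turned to 1.05 over rows that differed from miR-126-5p and to 1.05 over rows that differed from miR-140-3p, as the rows are then chosen by another set. The share of variance of the first 3 components, 50.6%, was 54.9% over brighter rows, 46.8% over every row and 55.3% unscaled; the cause was not tested.

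Leaving out 1 array in turn gave 184 to 519 rows higher with both (519 without scrambled control replicate 2), 46 to 124 genes past the adjusted p with miR-140-3p and 80 to 304 with miR-126-5p. It gave distance ratios of 0.654 to 0.963 and shares of variance of 54.1% to 56.3%, higher in part because fewer arrays were compared. The mean of the apoptosis list with miR-140-3p ranged from -0.18 to -0.0396 (the latter without scrambled control replicate 3) and passed camera in limma without miR-140-3p replicate 1 (adjusted p = 0.00601), scrambled control replicate 1 (0.0149) and replicate 2 (0.0350). The adjusted count with miR-140-3p was 49 and 52 without miR-140-3p replicates 2 and 3 and 47 and 46 without scrambled control replicates 2 and 3. That with miR-126-5p was 80 and 83 without miR-126-5p replicates 1 and 2, and 304 and 82 without scrambled control replicates 1 and 3.

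Quantile normalization again moved the share of lower rows from 60.6% to 50.8% with miR-140-3p and from 65.6% to 50.4% with miR-126-5p. Run on the rows with 1 gene symbol alone, it pulls this share toward even by design. Over every row of the table the share was 45.6% and 34.4%, so that more rows were higher than lower, and the cause was not tested. Arrays with the same replicate number deviated from their set means with correlations of -0.061 to 0.107, 2 of 9 over 0.1. Arrays with different numbers had -0.147 to 0.111, 1 of 18 over 0.1. No clear pairing was seen, but with so few arrays it cannot be excluded. With the replicate number as a block, 3126 and 3754 rows passed the unadjusted thresholds, the union was 5814, 753 were lower with both, and 77 and 121 passed the adjusted p, and LIN28B-AS1, WARS1, MIR376B, UBE4B, MTND1P16, MIR8078 and PSME1 no longer passed. Rows near the background controls, and the rows at the highest value of the table, limit what these arrays can show. The search for microRNA sites was not run, as no genome was used here.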

Differences from the paper's values

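No test here was chosen after its result was seen. For miR-126-5p against the control, 3763 rows passed the paper's thresholds, where the paper reports 2159 genes. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's over brighter rows only (3050). The same held with 1-way ANOVA (2772), with an unmoderated t-test (2431) and at 1.5-fold (1565, a stricter threshold than the paper's). The count was also within it without miR-126-5p replicate 1 (2705), miR-126-5p replicate 2 (2834) or scrambled control replicate 3 (2594). It was not with 2 groups per fit, the replicate block, quantile normalization again, centred medians, an intensity trend with robust estimation, every row of the table or any other array left out.

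The union of both comparisons held 5818 rows, where the paper reports 3700 genes. The union was within 1.5 times the paper's with 2 groups per fit (5525), over brighter rows only (4368), with 1-way ANOVA (4208) and with an unmoderated t-test (3515). The union was also within it without miR-126-5p replicate 1 (4709), replicate 2 (4990), replicate 3 (5269) or scrambled control replicate 3 (4376). It was not with the replicate block, quantile normalization again, centred medians, an intensity trend with robust estimation, 1.5-fold, every row of the table or any other array left out.

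Lower with both mimics were 751 rows, where the paper reports 406 genes. This count was within 1.5 times the paper's with quantile normalization again (582), 1-way ANOVA (603), an unmoderated t-test (448) and 1.5-fold (303, a stricter threshold than the paper's). The count was also within it without miR-126-5p replicate 1 (590), miR-126-5p replicate 2 (568), miR-140-3p replicate 2 (521), miR-140-3p replicate 3 (586) or scrambled control replicate 3 (530). It was not with 2 groups per fit, the replicate block, centred medians, brighter rows only, an intensity trend with robust estimation, every row of the table or any other array left out. Of the 320 genes of Supplementary Table 2 measured here, 293 were lower with both, and 446 genes lower with both are not in that table. The count for miR-140-3p against the control, 3081 rows, lay just within 1.5 times the paper's 2055. It did not with the replicate block (3126), quantile normalization again (3174), centred medians (3101), 1.5-fold (1178), every row of the table (10502), or without miR-140-3p replicate 1 (3305) or scrambled control replicate 1 (3170) or 2 (3409), and did under the other alternatives.

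The paper describes the 3 sets as clearly different from each other. It rests this on its PCA plot and not on an adjusted p. At the paper's thresholds 3277 rows differed between the mimic sets, beside 3081 with miR-140-3p and 3763 with miR-126-5p against the control. At the adjusted p limma called 0 genes between the mimic sets, as did the other tests run, while 86 and 137 genes passed against the control. The paper describes the mimic sets as clustering together and apart from the control. The ratio of distances was 0.806 over the union, where the control arrays separated first. It was 0.987 over all rows with 1 gene symbol, where they did not, but there rows without a change pull it toward 1. It was 1.05 over the rows chosen by their difference from either mimic set. With miR-126-5p or miR-140-3p in the place of the control, the distance of the other 2 sets was 0.795 and 0.923 of that to it.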

Other observations

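The tests without interferon-inducible members, among brighter protein-coding genes and of the distance over the interferon-stimulated list were chosen after the results were seen, as was the union without that list; the other tests were not.

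Genes of the integrated stress response, which the transcription factor ATF4 controls, lay below the control with both mimics. Of 28 measured members, 26 were below it with miR-140-3p and 28 with miR-126-5p, 10 and 18 at the unadjusted thresholds. Over all genes in limma 0 and 2 fell, and 4 and 16 when adjusted over the list alone. TRIB3, a pseudokinase induced by stress, fell by 1.49 with miR-126-5p (standard error 0.28, adjusted p = 0.0483 from limma) and WARS1, the tryptophanyl-tRNA synthetase, which interferon gamma also induces, fell by 0.95 (standard error 0.18, adjusted p = 0.0472). With 1 array left out the TRIB3 call was lost for every array but miR-126-5p replicate 3 and scrambled control replicate 1 (adjusted p of 0.0554 to 0.268 from limma), and the WARS1 call for every array but scrambled control replicate 1 (0.0672 to 0.287). Both were also lost with 2 groups per fit (adjusted p = 0.112 for TRIB3 and 0.114 for WARS1 from limma), over every row (0.208 and 0.210) and when quantile-normalized again (0.0551 for TRIB3), and that of WARS1 with the replicate block (0.0566). ATF4 itself had log2 fold changes of -0.06 and -0.26. The list means were -0.35 (adjusted p = 4.08e-07 from camera in limma) and -0.54 (adjusted p = 2.8e-13), with adjusted p = 0.650 and 0.236 with an estimated correlation. Of the 28, 10 were lower with both mimics, where 0.592 would be expected, or 0.917 among protein-coding genes (Fisher's exact test, adjusted p = 1.17e-09 and 7.63e-08). Supplementary Table 2, which had been read before the list was written, holds 5 of the 28.

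The interferons themselves did not pass. Of 20 measured interferon genes, 0 passed over all genes in limma and 0 when adjusted over the list alone, with means of 0.02 and -0.05 (adjusted p = 0.772 and 0.822 from camera in limma). Many of these rows lie near the background, with IFNA1 at 3.00 ± 0.34 (SD, n = 3 arrays) in the control. Among 10 receptors and their kinases the means were -0.17 and -0.33 (adjusted p = 0.710 and 0.176 from camera in limma). IRF9 fell by 2.53 with miR-126-5p (standard error 0.33, adjusted p = 0.00334 from limma), and IFNAR1, a receptor chain, had log2 fold changes of 0.18 and 0.14. Besides ACO1, the genes that rose with miR-126-5p were UBE4B, IGKV1D-39, POTEI, MTND1P16, OR7E121P, MTND5P9, REXO1L10P and MIR8078, of which UBE4B, IGKV1D-39, MTND1P16, OR7E121P and MIR8078 are named after their values were seen. Of these 5, IGKV1D-39 rose by 1.09 (adjusted p = 0.00546 from limma) and passed under the 16 settings that keep the moderated variance. With 1 array left out or another such setting the calls were lost at adjusted p of 0.0506 to 0.174 from limma for UBE4B (every array but miR-140-3p replicate 1 and scrambled control replicate 1), 0.0517 to 0.254 for MTND1P16 (every array), 0.0567 to 0.233 for OR7E121P (miR-126-5p replicates 1 and 2, miR-140-3p replicates 2 and 3, scrambled control replicates 2 and 3) and 0.0562 to 0.218 for MIR8078 (miR-126-5p replicates 1 and 2, miR-140-3p replicate 2, each scrambled control). POTEI rose by 1.35 (adjusted p = 0.0162 from limma), but not without miR-126-5p replicate 1 (0.114), miR-126-5p replicate 3 (0.0780) or scrambled control replicate 2 (0.0527), with 2 groups per fit (0.0542) or over every row (0.106). MTND5P9 rose by 1.14 (adjusted p = 0.0162 from limma), but not without miR-126-5p replicates 1 and 2 (0.124 and 0.104) or scrambled control replicates 2 and 3 (0.0974 and 0.0619) or over every row (0.108). REXO1L10P rose by 1.17 (adjusted p = 0.0182 from limma), but not without miR-126-5p replicates 1 and 2 (0.132 and 0.125) or scrambled control replicate 3 (0.0921) or over every row (0.118). Several are pseudogenes or members of families of near-identical copies, whose probes can share signal.

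Inflammatory and NF-kappa B targets had means of -0.08 with miR-140-3p (adjusted p = 0.710 from camera in limma) and -0.41 with miR-126-5p (adjusted p = 5.3e-07, and adjusted p = 0.353 with an estimated correlation), with 0 and 0 members past over all genes and 1 and 6 when adjusted over the list alone. p53 targets had -0.08 (adjusted p = 0.597 from camera in limma) and -0.26 (0.00248, and adjusted p = 0.530 with an estimated correlation), and matrix and adhesion genes -0.08 (0.508) and -0.23 (0.00248, and 0.530). The lists that follow did not pass camera in limma with either mimic. Among markers of other cell types the means were 0.07 and 0.05 for astrocytes (adjusted p = 0.710 and 0.708), -0.10 and -0.24 for oligodendrocytes (0.710 and 0.167), 0.03 and -0.13 for fibroblasts (0.674 and 0.176), -0.05 and -0.10 for endothelial cells (0.785 and 0.634), and -0.0004 and -0.11 for microglia and leukocytes (0.772 and 0.757). They were -0.16 and -0.19 for chaperones of the endoplasmic reticulum (adjusted p = 0.183 and 0.0808 from camera in limma), 0.07 and -0.08 for heat shock genes (0.508 and 0.896), 0.0005 and -0.18 for hypoxia and glycolysis (0.856 and 0.0706), -0.13 and -0.08 for cholesterol genes (0.340 and 0.687), and -0.04 and -0.19 for TGF-beta and SMAD genes (0.975 and 0.111). They were 0.08 and -0.11 for the microRNA pathway (adjusted p = 0.394 and 0.456 from camera in limma), -0.25 and -0.23 for the host genes EGFL7 and WWP2 (0.340 and 0.341), and -0.06 and -0.19 for genes used in every cell (0.710 and 0.0808).

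The mimic sets lay closer to each other than to the control over the union. A candidate explanation is that the union was chosen by difference from the control. The ratio over all rows was 0.987 (spread 0.0805 over the arrays left out), within the bound set for this explanation. It decides little, since each standardized row counts the same and rows without a change pull the ratio toward 1. With miR-126-5p or miR-140-3p in the place of the control the ratio was 0.795 and 0.923, so rows chosen against a mimic set also gave values below 1. Over the interferon-stimulated list it was 0.279 (spread 0.0445), which decides nothing, since 71 of its genes are in Supplementary Table 2, which was chosen on these arrays and read before the list was written. Whether these genes alone bring the mimic sets together stays open too, since the ratio without them, 0.815 (spread 0.0992), is over rows whose choice alone can take it below 1, so the bound of 1 set for this test was wrong.

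Of 107 apoptosis genes 11 were lower with both mimics. Brighter genes passing more often is argued against, as 10 of 97 brighter members were lower with both (Fisher's exact test, p = 0.000425 among brighter genes and 0.00610 among brighter protein-coding genes). Members that interferon is known to induce could be the source. Without them 7 of 100 were lower with both, where 2.12 would be expected (exact p = 0.00540), but among brighter protein-coding genes it was 7 of 91, where 3.71 would be expected (exact p = 0.1001), so this stays open. Shared controls, the correlation between genes and the choice of the list after Supplementary Table 2 had been read stay open too.

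For the counts, the splits of the 6 arrays of a comparison number 10, too few for a share under 0.05. At the unadjusted thresholds the real count was 3081 with miR-140-3p (2 splits as large, highest other 3449) and 3763 with miR-126-5p (1 split, highest other 2559). At the adjusted p it was 86 and 137 (1 split each, highest other 0 and 0), and 0 between the mimics (10 splits, highest other 0). The mean of the apoptosis list was 0.11 in size with miR-140-3p (4 splits, highest other 0.20) and 0.24 with miR-126-5p (1 split, highest other 0.19), and that of the neuronal list 0.004 (9 splits, highest other 0.18) and 0.11 (1 split, highest other 0.10). Of 100 drawn splits of the 9 arrays, 4 gave a union as large as 5818 (highest other 6183). As many rows lower with both as 751 were found in 3 (highest other 1555). Both shares lie under 0.05 with the real split included. Other splits exceeded the real values. The split with 766 rows lower with both kept the 3 scrambled control arrays as the control set and regrouped only mimic arrays. Such splits hold the real difference from the control and are no pure measure of chance, so these shares neither exclude chance nor show it. For the genes of Supplementary Table 2, 1 split gave as many as 293 (highest other 289), which decides nothing, as the table was chosen with the real sets. The split with 1555 set miR-140-3p replicate 1 with scrambled control replicates 2 and 3, which points to a structure of the samples beyond their sets.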
